# Epithelial Gab1 calibrates RIPK3-dependent necroptosis to prevent intestinal inflammation

**DOI:** 10.1172/jci.insight.162701

**Published:** 2023-03-22

**Authors:** Jiaqi Xu, Shihao Li, Wei Jin, Hui Zhou, Tingting Zhong, Xiaoqing Cheng, Yujuan Fu, Peng Xiao, Hongqiang Cheng, Di Wang, Yuehai Ke, Zhinong Jiang, Xue Zhang

**Keywords:** Gastroenterology, Inflammation, Inflammatory bowel disease, Molecular pathology, Signal transduction

## Abstract

As a hallmark of inflammatory bowel disease (IBD), elevated intestinal epithelial cell (IEC) death compromises the gut barrier, activating the inflammatory response and triggering more IEC death. However, the precise intracellular machinery that prevents IEC death and breaks this vicious feedback cycle remains largely unknown. Here, we report that Grb2-associated binder 1 (Gab1) expression is decreased in patients with IBD and inversely correlated with IBD severity. Gab1 deficiency in IECs accounted for the exacerbated colitis induced by dextran sodium sulfate owing to sensitizing IECs to receptor-interaction protein kinase 3–mediated (RIPK3-mediated) necroptosis, which irreversibly disrupted the homeostasis of the epithelial barrier and promoted intestinal inflammation. Mechanistically, Gab1 negatively regulated necroptosis signaling through inhibiting the formation of RIPK1/RIPK3 complex in response to TNF-α. Importantly, administration of RIPK3 inhibitor revealed a curative effect in epithelial Gab1-deficient mice. Further analysis indicated mice with Gab1 deletion were prone to inflammation-associated colorectal tumorigenesis. Collectively, our study defines a protective role for Gab1 in colitis and colitis-driven colorectal cancer by negatively regulating RIPK3-dependent necroptosis, which may serve as an important target to address necroptosis and intestinal inflammation–related disease.

## Introduction

Inflammatory bowel disease (IBD), typically categorized as ulcerative colitis (UC) and Crohn’s disease (CD), is a group of chronic relapsing inflammatory disorders that affect the gastrointestinal tract in humans (1, 2). Recent reports highlight the central role of intestinal epithelial cells (IECs) in initiation and exacerbation of IBD (3–6). IECs linked by tight junctions serve as a physical and biochemical barrier, which facilitates host-microorganism interactions to orchestrate mucosal immunity ranging from tolerance to antipathogen response (7, 8). However, intestinal epithelial barrier breach leads to intestinal hyperpermeability and microbial invasion, followed by immune activation, cytokine release, and mucosal inflammation, which triggers more IEC death and barrier defects, perpetuating further inflammation and thus forming a vicious cycle in IBD development (9, 10).

IECs undergo dynamic cell turnover, necessitating a tightly regulated mechanism between proliferation and cell death to safeguard intestinal barrier function, wherein aberrant cell death in intestinal epithelium is a hallmark both in IBD patients and in mouse colitis models (11, 12). Recently, regulated necrotic cell death, namely necroptosis, has been receiving emerging attention as a newly identified type of epithelial cell death regulating intestinal homeostasis and inflammation (13–15). Necroptosis is a form of lytic, nonapoptotic programmed cell death triggered by pro-death and innate immune signals, such as TNF-α, IFNs, and pathogen-associated molecular patterns (16, 17). The initiation of necroptosis involves the activation of protein kinases receptor-interaction protein kinase 1 and 3 (RIPK1 and RIPK3), which subsequently results in phosphorylation and oligomerization of mixed lineage kinase-like protein (MLKL) to assemble membrane pores (18), ultimately leading to the release of damage-associated molecular patterns (DAMPs), including IL-1α and alarmin high mobility group box 1 (HMGB1) (19–21). A number of genetic studies reveal that mice with genetic ablation of *Caspase-8*, Fas associated via death domain (*Fadd*), or SET domain bifurcated histone lysine methyltransferase 1 (*Setdb1*) in IECs develop spontaneous ileitis and colitis owing to sensitizing cells to RIPK3-mediated necroptosis (22–24). Moreover, clinical evidence of aberrant RIPK3 activation and necroptotic cell death has been reported in pediatric and adult IBDs (22, 25, 26). However, how IEC necroptosis is negatively regulated in IBD development remains elusive to date. Therefore, it is of great importance to dissect negative regulation of necroptosis to maintain intestinal barrier homeostasis and optimal immune response.

Grb2-associated binder 1 (Gab1) is an adaptor protein originally identified downstream of growth factor and cytokine receptors, including EGFR, insulin receptor, and c-Met (27, 28), and thus participates in governing diverse biological events, including cell proliferation, development, and angiogenesis. Recent reports demonstrate the essential role for Gab1 in maintaining lung surfactant homeostasis and regulating acute lung inflammation and chronic asthmatic inflammation (29, 30), as well as controlling tissue repair processes including pulmonary and liver fibrosis (31, 32). In addition, cardiac Gab1 deletion leads to heart failure in aged mice associated with cardiomyocytes’ apoptosis (33), in which apoptosis is considered immunologically silent and restricts the spread of inflammation (11). Nevertheless, the pathophysiological functions of epithelial Gab1 in cell death under conditions of intestinal inflammation remain largely unknown.

In this study, we demonstrated that Gab1 expression was strikingly decreased in patients with IBD as well as in a mouse colitis model. Deletion of Gab1 in epithelial cells rendered mice susceptible to dextran sodium sulfate–induced (DSS-induced) colitis by perpetuating RIPK3-dependent necroptosis. Consistently, administration of RIPK3 inhibitor showed significant alleviation of colitis in Gab1-deficient mice. Furthermore, epithelial Gab1-deficient mice displayed aggravated colorectal cancer driven by chronic colitis. Together, our findings underscore that Gab1 acts as a critical determinant for IEC necroptosis and intestinal inflammation and thus may provide new insights into a therapeutic strategy for IBD treatment.

## Results

### Gab1 expression is decreased in IBD.

To establish the correlation of Gab1 with IBD progression, we analyzed a database of human samples from patients with UC or CD (34). The results showed that *Gab1* was dramatically downregulated in intestinal mucosa from patients with active UC and CD compared with the control group (Figure 1A), while *Gab1* was moderately decreased in UC and CD patients with remission (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.162701DS1). Next, the reduction of Gab1 protein was confirmed in biopsy specimens from patients with active UC and CD by immunohistochemical (IHC) and immunofluorescence staining (Figure 1, B and C, and Supplemental Figure 1B). In contrast, the expression of homologous family protein Gab2 was comparable in the 3 groups of mucosal biopsies (Supplemental Figure 1C). Moreover, we found that Gab1 expression was markedly lower in patients with severe IBD than that in mild cases (Figure 1D). *Gab1* mRNA level was negatively correlated to the values of Mayo score in patients with UC (Figure 1E), and the expression of pro-inflammatory cytokines in patients with UC or CD (Figure 1, F and G), indicating that Gab1 was inversely correlated with IBD progression.

Similar to the observations in human IBD, immunofluorescence staining and Western blotting also revealed the decrease of Gab1 protein in DSS-induced colitis mouse model, while the expression of Gab2 and Gab1-binding protein Src homology region 2–containing protein tyrosine phosphatase 2 (Shp2) was unaltered (Figure 2, A and B). Next, IECs and CD11b^+^ myeloid cells were further insolated for immunoblotting. As shown in Figure 2, C and D, Gab1 was mainly decreased in IECs but not CD11b^+^ myeloid cells upon DSS treatment.

To further verify the reduction of Gab1 in human IECs, we utilized a single-cell RNA-sequencing data set of human colonic crypts from immunomodulatory treatment–naive patients with UC and healthy controls (35). The results revealed distinct cell cluster profiling in colonic crypts isolated from inflamed areas of patients with UC compared with healthy controls (Figure 2E and Supplemental Figure 2, A–C). UMAP plots showed differential distribution and apparent differences of Gab1 expression in these cell clusters (Figure 2F), in which Gab1 was predominantly decreased in colonocytes rather than other IEC subpopulations and immune cells in the inflamed group versus noninflamed and healthy controls (Figure 2, F and G, and Supplemental Figure 2D). These findings indicate that decreased Gab1 expression in IECs was correlated with intestinal inflammation in both humans and mice.

### Epithelial Gab1 deficiency renders mice susceptible to DSS-induced colitis.

To unravel the in vivo role of epithelial Gab1 in colitis, we first generated intestinal epithelium–specific *Gab1*-knockout (Gab1*^IEC^*-KO) mice. Conditional deletion of Gab1 was verified by genotyping and Western blot analysis (Supplemental Figure 3, A–C). These mice had no apparent gross phenotypes compared with their littermate controls. Also, no significant difference was found in the relative expression of mucins, antimicrobial peptides, or stem cell–associated genes in Gab1*^IEC^*-KO mice (Supplemental Figure 4).

Then we induced colitis in the mouse model by administrating 3% DSS for 7 days. Compared with Gab1^fl/fl^ littermates, Gab1*^IEC^*-KO mice exhibited exacerbated colitis, as exemplified by more severe weight loss, diarrhea, and rectal bleeding (Figure 3A), as well as enhanced colon shortening and spleen swelling on day 7 when they were sacrificed (Figure 3, B and C). Consistent with these findings, histology analysis revealed that epithelial Gab1 deficiency led to more extensive disruption of the mucosal epithelium and inflammatory infiltration triggered by DSS (Figure 3D). Also, there was a decrease in the number of goblet cells in Gab1*^IEC^*-KO colonic epithelium compared with controls upon DSS treatment (Figure 3E). When challenged with 4% DSS, Gab1*^IEC^*-KO mice manifested significantly diminished survival rate compared with Gab1^fl/fl^ mice (Figure 3F).

To further verify the impact of myeloid Gab1 deficiency on colitis development, myeloid-specific *Gab1*-knockout (Gab1*^My^*-KO) mice were subsequently generated (Supplemental Figure 3, D and E). Gab1*^My^*-KO mice and their littermates were also subjected to DSS treatment as described above. Upon DSS induction, Gab1*^My^*-KO mice displayed comparable colitis-induced macroscopic changes (Figure 3G and Supplemental Figure 5) and histopathological damage with Gab1^fl/fl^ mice (Figure 3H). Taken together, these findings define a predominant role of Gab1 in IECs, rather than in myeloid cells, in protecting mice from DSS-induced colitis.

### Gab1 deficiency in IECs exacerbates inflammatory responses.

To gain insight into the changes in biological processes and pathways caused by Gab1 deletion, we subsequently performed RNA-sequencing (RNA-Seq) analysis using colon tissues obtained from Gab1*^IEC^*-KO and Gab1^fl/fl^ mice after a 7-day DSS treatment. 

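The data behind this experiment were RNA-Seq libraries of colon tissue from 3 Gab1 fl/fl mice and 3 Gab1* IEC*-KO mice, taken on day 7 of 3% DSS, a detergent given in drinking water that injures the colonic epithelium. In a knockout the deleted gene is the first check of the labels, but Gab1 was not among the genes listed in the values used here, and neither was Ptpn11, which encodes Shp2, the phosphatase that binds Gab1. Gab2, the paralog of Gab1 (ENSMUSG00000004508, chromosome 7 from 97081586 to 97308946 on GRCm38), had normalized counts of 577 ± 81.2 (SD, n = 3) in Gab1 fl/fl and 846 ± 168 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 0.54, standard error 0.25, adjusted p = 0.727 from limma). Every Gab1* IEC*-KO library lay above every Gab1 fl/fl library for Gab2, and an exact two-sided permutation test of 3 libraries against 3 cannot give a p below 0.1. Gab1 itself has no value here, and a gene that is not listed had an unadjusted p of 0.05 or more in the authors' comparison or was not tested. Gab1 was deleted in epithelial cells alone, whereas the libraries are of colon tissue. The loss of Gab1 could not be checked in these libraries.
The authors aligned the reads with HISAT2 2.0.5 and counted them per gene with featureCounts 1.5.0-p3, as the submitters' processing notes give it, and deposited counts divided by a size factor for each library together with their own fold changes and p-values. The notes name the human build hg18, whereas all 2195 gene identifiers are mouse genes and 2113 of the 2195 gene coordinates are identical to those of the GENCODE M21 annotation of GRCm38. The table lists only genes with an unadjusted p under 0.05 in the authors' own comparison, 2195 of them, and the authors' adjusted p-values were computed over 16716 genes. One read was worth between 0.912 and 1.06 normalized counts, and at these steps 100% of the values came out as whole reads within 0.01 of a read. The listed genes held 2112682, 1977460 and 2204738 reads in Gab1 fl/fl replicates 1 to 3 and 2100560, 1957437 and 2787670 in Gab1* IEC*-KO replicates 1 to 3. These sums cover the listed genes alone and are not the depth of the libraries, which is unknown. Here limma was run on log2 of the normalized count plus 1, and p-values were adjusted by Benjamini-Hochberg over 16716 genes. Because the genes were listed for their difference between these same libraries, no test on them is independent of that choice.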

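Cytokine genes stood, beside genes of other kinds, among the largest differences in Gab1* IEC*-KO colons on day 7 of DSS. Csf3, the granulocyte colony-stimulating factor, had normalized counts of 5.37 ± 6.82 (SD, n = 3) in Gab1 fl/fl and 165 ± 94.7 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 5.27, standard error 0.93). Il11, a cytokine of the IL-6 family, had 35.2 ± 24.6 (SD, n = 3) in Gab1 fl/fl and 408 ± 123 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 3.81, standard error 0.66). Dio2, which activates thyroid hormone, and Nptx2, a neuronal pentraxin, were higher by log2 fold changes of 4.26 (standard error 0.95) and 3.66 (standard error 0.60). Lower in Gab1* IEC*-KO colons were Ascl2, a transcription factor of intestinal stem cells (log2 fold change -3.17, standard error 0.81), and Tmprss13, a membrane-bound serine protease (log2 fold change -4.04, standard error 0.96).
In the authors' deposited table, the largest increases with an adjusted p under 0.05 were those of Cyp2c55 (log2 fold change 5.51), Csf3 (4.94), Ngp (4.00), Nptx2 (3.96), Saa3 (3.86) and Dio2 (3.74), with predicted (Gm) genes, RIKEN cDNA genes and immunoglobulin and T cell receptor segments left out. The largest decreases in the authors' deposited table, by the same rule, were those of Mptx1 (-6.34), Tmprss13 (-4.41), Ascl2 (-3.80), Cyp2d34-ps (-3.49), Nccrp1 (-3.07) and Cacng6 (-2.73). The smallest adjusted p there belonged to Cyp2d34-ps, Il11, Ccl2 and Il1b. Cyp2d34-ps is a pseudogene within a cluster of Cyp2d genes and may share reads with them. A pair of these increases were not seen in every Gab1* IEC*-KO library: Cyp2c55 had 8.17 normalized counts in Gab1* IEC*-KO replicate 2, against 1959 and 719.7 in replicates 1 and 3, and Ngp had 8.49 in Gab1* IEC*-KO replicate 1 against 9.03 in Gab1 fl/fl replicate 1.
At an unadjusted p under 0.05 and an absolute log2 fold change over 1, limma called 826 genes, 625 higher and 201 lower in Gab1* IEC*-KO colons, of which 808 were among the genes the authors list at these thresholds. Since limma ran only on genes with an unadjusted p under 0.05 in the authors' comparison, this overlap was largely set in advance. At an adjusted p under 0.05, limma called 0 genes (1207 at an unadjusted p under 0.05) and edgeR 0 (1204 at an unadjusted p under 0.05), DESeq2 called 117, 100 higher and 17 lower, and the authors' deposited table holds 318, 275 higher and 43 lower. Here limma, edgeR and DESeq2 estimated their variances from the listed genes alone, which were chosen for a difference. Their lower counts therefore do not show that the authors' calls fail. The 826 genes became 507 without Gab1 fl/fl replicate 2, 425 without Gab1 fl/fl replicate 3 and 544 without Gab1* IEC*-KO replicate 3. Gab1 fl/fl replicate 1 lay nearest the Gab1* IEC*-KO libraries: it was the highest of the Gab1 fl/fl libraries in 1244 of the 1536 genes higher in Gab1* IEC*-KO colons, and without it limma called 1210 genes. Gab1* IEC*-KO replicate 2 lay nearest the Gab1 fl/fl libraries: it was the lowest of the Gab1* IEC*-KO libraries in 1046 of these 1536 genes, and without it limma called 1120 genes.

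**Figure D1:**
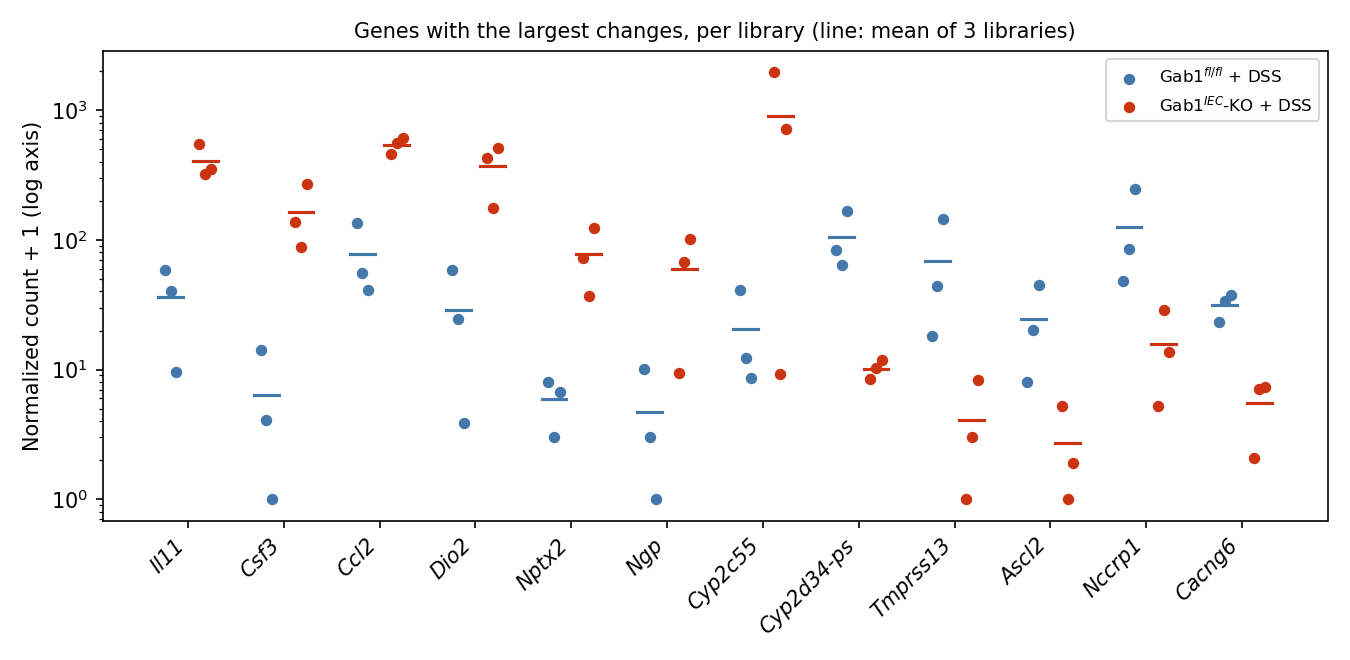
Normalized counts plus 1, on a log axis, of 12 genes among those with the largest changes or the smallest adjusted p, for each of the 3 Gab1 fl/fl libraries (blue) and 3 Gab1* IEC*-KO libraries (red) on day 7 of DSS, with the mean as a line. The Gab1* IEC*-KO libraries of Il11 all lie above the Gab1 fl/fl libraries, whereas for Cyp2c55 one Gab1* IEC*-KO library lies at 8.17 normalized counts, within the range of the controls.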

A total of 1,128 differentially expressed genes (DEGs), including 835 upregulated and 293 downregulated genes, were shown as volcano plots compared with the controls (Figure 4A). Moreover, Gene Ontology (GO) analysis for biological processes highlighted that DEGs were most enriched in inflammation-related terms, programmed cell death, and cell junction disassembly (Figure 4B). 

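The 2195 listed genes, which include these DEGs, were compared with gene lists fixed before the data were examined. Among them was the list of the Figure 4C heatmap, which the study chose on these same libraries. Of all 2195 listed genes, 1536 were higher and 659 lower in Gab1* IEC*-KO colons, and the authors' adjustment ran over 16716 genes. Some members of the lists are also genes of Figure 4C. Of 12 acute phase genes, 7 were listed and all 7 were higher in Gab1* IEC*-KO colons, and 6 of them had an adjusted p under 0.05 in the authors' deposited table (7 by limma when adjusted over the list alone). Cp, which encodes ceruloplasmin, had 780.2 ± 240.2 (SD, n = 3) in Gab1 fl/fl and 2526 ± 1144 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.65, standard error 0.36). Of 20 complement genes, 13 were listed, all higher, 9 of them at an adjusted p under 0.05 in the authors' deposited table (12 when adjusted over the list alone), and C3ar1, the receptor of the complement fragment C3a, had 318 ± 37.0 (SD, n = 3) in Gab1 fl/fl and 679.8 ± 77.3 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.09, standard error 0.24). Of 16 genes of matrix remodelling, 14 were listed, all higher, 9 of them at an adjusted p under 0.05 in the authors' deposited table (11 when adjusted over the list alone), with the collagenase Mmp13 at 169.6 ± 73.0 (SD, n = 3) in Gab1 fl/fl and 1283 ± 673 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 2.85, standard error 0.55) and the stromelysin Mmp10 at a log2 fold change of 3.33 (standard error 0.80). Markers of fibroblasts moved with these lists, 11 of 12 being listed, all higher.
Of 23 interferon-stimulated genes, 13 were listed, all higher, 5 of them at an adjusted p under 0.05 in the authors' deposited table, among them Oas2 and Ifit1, and 0 by limma when adjusted over the list alone (6 at an unadjusted p under 0.05). Their mean log2 level was 10.29 in Gab1* IEC*-KO replicates 1 and 2 but 8.23 in Gab1* IEC*-KO replicate 3, within the 8.14 to 8.46 of the Gab1 fl/fl libraries. Of 12 toll-like receptors, 4 were listed, all higher, and Tlr7 and Tlr13 had an adjusted p under 0.05 in the authors' deposited table. Of 14 NF-κB targets, 3 were listed as higher and 1 as lower, with Vcam1 and Sod2 at an adjusted p under 0.05 in the authors' deposited table. When adjusted over the list alone, limma called 1 toll-like receptor, Tlr13, and none of the NF-κB targets.
Of 18 tight junction genes, 4 were listed, Tjp3, Ocln, Cldn3 and Marveld3, all lower, none at an adjusted p under 0.05 in the authors' deposited table and none when adjusted over the list alone. Tjp3, which encodes ZO-3, had 5651 ± 488 (SD, n = 3) in Gab1 fl/fl and 4193 ± 70.7 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change -0.43, standard error 0.16). None of 14 genes of adherens junctions and desmosomes was listed.
The share of each list among the DEGs was compared with that of all genes, taking as DEGs the 972 genes past the study's thresholds that have an adjusted p in the authors' deposited table, 5.81% of 16716, and counting unlisted members as tested. By Fisher's exact test, two-sided and adjusted over 39 lists, the DEGs held 13 of 23 (adjusted p = 1.04e-09) interferon-stimulated genes, 9 of 16 (adjusted p = 4.51e-07) of matrix remodelling, 6 of 12 (adjusted p = 1.27e-04) acute phase genes and 4 of 20 (adjusted p = 0.0783) complement genes. They held 0 of 18 tight junction genes (adjusted p = 0.836). The 4 listed ones had log2 fold changes of -0.59 to -0.43 by limma, short of the DEG threshold of 1. At a share of 5.81%, 0 of 18 cannot show depletion, so this count decides nothing about tight junctions. Fisher's exact test takes genes as independent. Against the other listed genes, camera with a preset correlation of 0.01 called 11 of the 18 lists with at least 5 listed members at an adjusted p under 0.05, 9 up and 2 down, and with an estimated correlation 0 of them (lowest adjusted p = 0.527 with an estimated correlation). The 9 lists up include the heatmap of Figure 4C, drawn from these same libraries and so not independent evidence. That list also entered the adjustments of both tests. Most listed genes were higher, so lists whose listed members were all lower, as in the 2 down, stand out against them. The interferon-stimulated genes were not among the 11 lists called (adjusted p = 0.0728 with the preset correlation and 0.743 with an estimated one), and with 1 library left out their adjusted p ran from 6.28e-07 without Gab1* IEC*-KO replicate 3 to 0.441 without Gab1* IEC*-KO replicate 2.

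**Figure D2:**
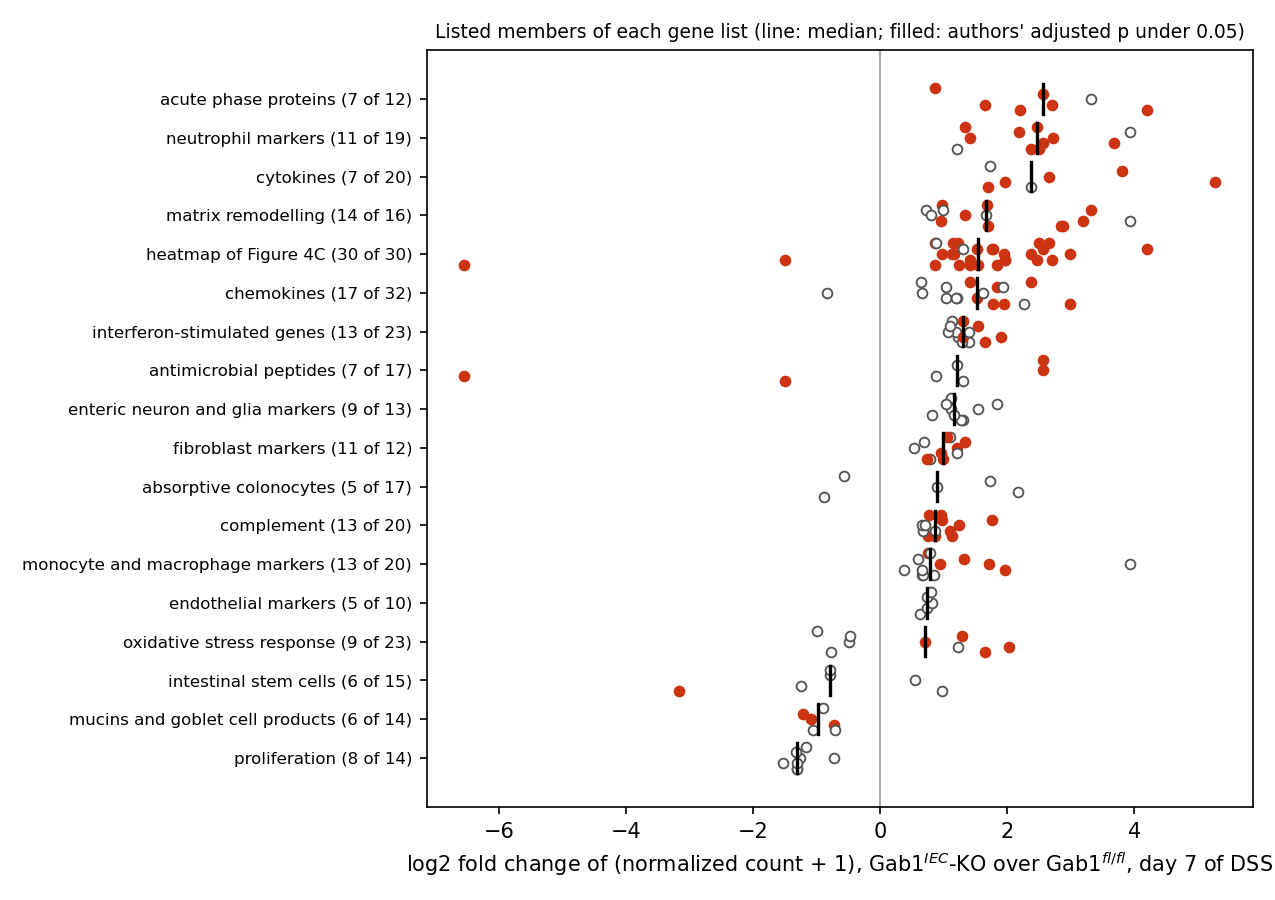
Log2 fold change of the normalized count plus 1, Gab1* IEC*-KO over Gab1 fl/fl, of each listed member of the 18 lists with at least 5 listed members (listed and total members in brackets). Lines are medians, filled points have an adjusted p under 0.05 in the authors' deposited table, and the medians run from -1.31 for proliferation to 2.57 for acute phase proteins.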

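The transcripts of Il1b, Il6, Cxcl2, Saa3 and Ccl2 were higher in Gab1* IEC*-KO colons than in Gab1 fl/fl colons after DSS. Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139 on GRCm38), which encodes IL-1β, had normalized counts of 295 ± 105 (SD, n = 3) in Gab1 fl/fl and 1107 ± 136 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.96, standard error 0.32). Il6 was low in both groups, at 6.63 ± 3.83 (SD, n = 3) in Gab1 fl/fl and 46.8 ± 19.3 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 2.66, standard error 0.54). Cxcl2, which draws neutrophils, had 63.4 ± 30.0 (SD, n = 3) in Gab1 fl/fl and 340.1 ± 198 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 2.37, standard error 0.55), and Saa3, a serum amyloid A gene, had 761 ± 790.2 (SD, n = 3) in Gab1 fl/fl and 11066 ± 6671 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 4.21, standard error 0.71). The spread of Saa3 among controls came mostly from Gab1 fl/fl replicate 1, at 1672 against 352 and 259 in replicates 2 and 3.
For each of these genes, every Gab1* IEC*-KO library lay above every Gab1 fl/fl library. In the authors' deposited table the adjusted p was 2.32e-06 for Il1b, 0.00149 for Il6, 4.87e-04 for Cxcl2 and 0.00432 for Saa3. The lowest adjusted p from limma over 16716 genes was 0.384.
Of 20 cytokine genes, 7 were listed, all higher: Il1b, Il6, Il11, Csf3, Osm, Il1a and Il1f9, the older symbol of Il36g. Of these, 5 had an adjusted p under 0.05 in the authors' deposited table, and limma called 6 when adjusted over the list alone. Tnf was not among the listed genes. Of 32 chemokine genes, 16 were listed as higher and 1 as lower, 7 of them, all higher, at an adjusted p under 0.05 in the authors' deposited table, and 5 by limma when adjusted over the list alone. Ccl2, which draws monocytes, had 76.6 ± 50.7 (SD, n = 3) in Gab1 fl/fl and 542 ± 72.8 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 2.99, standard error 0.46). By Fisher's exact test, two-sided, 7 of 20 (adjusted p = 3.78e-04) cytokine genes and 13 of 31 (adjusted p = 6.05e-08) chemokine genes with an adjusted p were among the DEGs. Both lists were called by camera with the preset correlation but not with an estimated one, and chemokines were not called without the heatmap's genes. All 30 genes of the heatmap in Figure 4C were listed, 28 higher and 2 lower, with 26 higher and 2 lower at an adjusted p under 0.05 in the authors' deposited table and 27 higher and 2 lower by limma when adjusted over the list alone. The heatmap was drawn from these same libraries, so the counts adjusted over the list alone are not independent evidence.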

Meanwhile, a clustered heatmap diagram illustrated that Gab1-deficient colons presented a pronounced bowel-inflammatory signature with high expression levels of IBD-related cytokines, chemokines, and inflammatory markers including *Il1b*, *Il6*, *Cxcl2*, and *Saa3* (Figure 4C). The transcriptome sequencing data were further validated by quantitative PCR (qPCR) and ELISA. Consistent with RNA-Seq results, the expression of pro-inflammatory cytokines, chemokines, and antimicrobial peptides was elevated in Gab1-deficient colon tissues (Supplemental Figure 6). A substantial increase of IL-1β and IL-6 protein was also observed in Gab1-deficient colonic supernatant (Figure 4D). Similarly, immunofluorescence staining showed obviously increased accumulation of CD45^+^ immune cells, F4/80^+^ macrophages, and Ly6G^+^ neutrophils in colonic sections of epithelial Gab1-deficient mice (Figure 4, F–H). Also, FACS supported the significant increase in the frequencies of colon-infiltrating immune cells (CD45^+^), neutrophils (CD11b^+^Ly6G^+^), and inflammatory macrophages (Ly6C^hi^CX3CR1^int^) in Gab1*^IEC^*-KO mice, whereas the frequencies of CD4^+^ T cells and CD8^+^ T cells were similar between Gab1-deficient and control groups (Figure 4E and Supplemental Figure 7). 

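In the RNA-Seq libraries, 11 of 19 neutrophil markers were listed, all higher in Gab1* IEC*-KO colons, 9 of them at an adjusted p under 0.05 in the authors' deposited table and 10 by limma when adjusted over the list alone. Fpr1, the formyl peptide receptor by which neutrophils sense bacteria, had normalized counts of 42.9 ± 32.4 (SD, n = 3) in Gab1 fl/fl and 247 ± 42.8 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 2.72, standard error 0.51), and Cxcr2, the receptor of Cxcl2, had 50.0 ± 18.8 (SD, n = 3) in Gab1 fl/fl and 139 ± 61.6 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.42, standard error 0.46). Of 20 monocyte and macrophage markers, 13 were listed, all higher, 5 of them at an adjusted p under 0.05 in the authors' deposited table and 7 by limma when adjusted over the list alone. Itgam, which encodes CD11b, had 197 ± 77.9 (SD, n = 3) in Gab1 fl/fl and 616 ± 48.2 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.71, standard error 0.34), and Fcgr1, an IgG receptor of macrophages, had 194 ± 40.9 (SD, n = 3) in Gab1 fl/fl and 489 ± 139 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.32, standard error 0.32).
Of 18 T cell markers, 2 were listed, Foxp3 and Il7r, both higher, neither at an adjusted p under 0.05 in the authors' deposited table. Of 14 B cell and plasma cell markers, 2 were listed, Ms4a1, which encodes CD20, with 462 ± 67.1 (SD, n = 3) in Gab1 fl/fl and 208 ± 162 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change -1.52, standard error 0.63), and Fcer2a (log2 fold change -1.64, standard error 0.60), neither at an adjusted p under 0.05 in the authors' deposited table. Of the neutrophil markers, 11 of 19 (adjusted p = 1.55e-08) were among the DEGs, and of the monocyte and macrophage markers 5 of 20 (adjusted p = 0.0159), by Fisher's exact test. With camera the adjusted p was 0.0122 for neutrophil and 0.0185 for monocyte and macrophage markers, and the latter was 0.0603 without Gab1* IEC*-KO replicate 2. Neither list was called with an estimated correlation.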

Taken together, these results indicate that epithelial Gab1 deficiency facilitates inflammatory cell infiltration and aggravates colonic inflammation in a colitis microenvironment.

### Gab1 maintains intestinal epithelial integrity through restricting aberrant necroptosis.

It has been reported that patients with IBD and mice with experimental colitis experience an abnormal intestinal barrier (9, 35, 36). To investigate if Gab1 affects intestinal barrier function in DSS-induced colitis, FITC-dextran concentration in the serum was determined on day 7 after DSS treatment. As shown in Figure 5A, Gab1*^IEC^*-KO mice displayed higher serum FITC-dextran concentrations compared with the controls upon DSS treatment, while 2 groups of mice displayed similar epithelial permeability without DSS induction, indicating that Gab1 is required for maintaining mucosal permeability in an inflammatory environment. Tight junction protein ZO-1, an indicator of the colonic epithelial integrity, localizes to the cell border in IECs in steady state (37). In line with increased FITC-dextran permeability, we also observed considerable loss and compromised organization of ZO-1 in Gab1-deficient epithelium following DSS treatment (Figure 5B).

Dysregulated cell death in intestinal epithelium leads to epithelial barrier breach, dysbiosis, and systemic spread of pathogen, which is commonly observed both in patients with IBD and in preclinical colitis models (11, 38). Moreover, our GO analysis data underscored the critical role of Gab1 in the regulation of DEGs involved in programmed cell death (Figure 4B). Hence, we evaluated IEC death in this model by the TUNEL assay, which detects apoptosis and other types of cell death (39). 

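Of 21 necroptosis genes, 2 were listed among those that differed between Gab1* IEC*-KO and Gab1 fl/fl colons, Fasl, the Fas ligand, with normalized counts of 20.9 ± 7.26 (SD, n = 3) in Gab1 fl/fl and 42.4 ± 13.1 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.00, standard error 0.44), and Aurka, a mitotic kinase, with 339 ± 140.3 (SD, n = 3) in Gab1 fl/fl and 156 ± 117 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change -1.26, standard error 0.57). Neither had an adjusted p under 0.05 in the authors' deposited table or when adjusted over the list alone. Ripk1, Ripk3 and Mlkl, which carry out necroptosis, were not among the listed genes. None of 17 apoptosis genes was listed, Bcl2, Bcl2l1 and Bax included.
Of 16 pyroptosis genes, 3 were listed, all higher, of which Il1b alone had an adjusted p under 0.05 in the authors' deposited table and 1 was called when adjusted over the list alone. Of 15 ferroptosis genes, 4 were listed, all higher: Ptgs2, Acsl4, Hmox1 and Fth1. Ptgs2, which encodes cyclooxygenase-2, had 119 ± 14.1 (SD, n = 3) in Gab1 fl/fl and 807 ± 657 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 2.46, standard error 0.52) and was the 1 member with an adjusted p under 0.05 in the authors' deposited table and the 1 called when adjusted over the list alone. Acsl4 had 705 ± 238 (SD, n = 3) in Gab1 fl/fl and 1323 ± 195 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 0.95, standard error 0.30).
The DEGs held 2 of 21 (adjusted p = 0.589) necroptosis genes, 2 of 16 (adjusted p = 0.488) pyroptosis genes, 2 of 15 (adjusted p = 0.468) ferroptosis genes and 0 of 17 (adjusted p = 0.836) apoptosis genes, by Fisher's exact test, two-sided. With DEGs at 5.81% of all genes, 0 of 17 cannot show depletion. The GO terms of Figure 4B hold other and wider sets of genes, which were not used here. A gene that is not listed had an unadjusted p of 0.05 or more in the authors' comparison or was not tested, and transcript levels do not measure phosphorylation or cleavage of these proteins. From the GO terms in which the DEGs were enriched, the paper states a role of Gab1 in regulating DEGs of programmed cell death.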

Compared with Gab1^fl/fl^ littermates, TUNEL-positive epithelial cells were dramatically increased in Gab1-KO crypts challenged by DSS (Figure 5, C and D). By contrast, there was a minimal number of cleaved caspase-3–positive epithelial cells upon DSS treatment, and no significant difference was found between the 2 groups of mice (Figure 5, E and F). Also, immunoblotting assay revealed that the level of apoptosis-related Bcl-2 family proteins (including Bcl-2, Bcl-XL, and Bax), as well as caspase-3 activation, were not changed in Gab1*^IEC^*-KO mice challenged with DSS (Supplemental Figure 8A), ruling out a significant contribution of apoptosis in this model. Meanwhile, no apparent difference was observed in ferroptosis-related proteins between 2 groups of mice after DSS treatment, including ACSL4, GPX4, and FTH1 (Supplemental Figure 8B), suggesting that ferroptosis contributed minimally to the aggravated colitis in Gab1*^IEC^*-KO mice. In addition, the cleavage of GSDMD protein was comparable in the colons of 2 groups following DSS challenge (Supplemental Figure 8, C and D), implying the minor contribution of GSDMD-mediated pyroptosis in our context. Interestingly, colonic protein isolated from Gab1*^IEC^*-KO mice showed robust phosphorylation of RIPK1, RIPK3, and MLKL compared with the Gab1^fl/fl^ group (Figure 5G), indicating Gab1-deficient IECs undergo enhanced necroptosis during DSS treatment. Together, these data suggest that IEC necroptosis triggered by Gab1 deficiency aggravates intestinal barrier dysfunction and bowel inflammation in DSS-induced colitis.

### Gab1 deficiency promotes IEC necroptosis and aggravates intestinal inflammation.

Necroptosis is a lytic pro-inflammatory mode of cell death in which effector caspases are inhibited or inactive in response to TNF-α (40). To verify the mouse phenotype owing to enhanced necroptosis in Gab1*^IEC^*-KO mice was controlled by TNF-α, we performed TNF blockade assay utilizing infliximab (IFX) as previously described (41–43). The aggravated colitis due to epithelial Gab1 deficiency was rescued by IFX administration, as exemplified by significantly improved macroscopic changes, colon length, as well as intestinal epithelial integrity (Supplemental Figure 9, A, B, and D). Histology analysis also revealed that Gab1*^IEC^*-KO mice displayed approximate epithelial damage and inflammatory infiltration compared with Gab1^fl/fl^ mice after TNF neutralization (Supplemental Figure 9C).

Next, we used HT29 cell line treated with a combination of T/S/Z [TNF-α (T), SM-164 (S), and pan-caspase inhibitor Z-VAD-FMK (Z)], which is a well-established model to study necroptosis in vitro. Immunofluorescence imaging showed a significant increase of propidium iodide–positive (PI-positive) necroptotic cells in Gab1-knockdown (shGab1) HT29 cells upon T/S/Z treatment (Figure 6A). Furthermore, cell viability determined by intercellular ATP was considerably decreased in shGab1 cells treated with T/S/Z (Figure 6B). Transmission electron microscopy (TEM) images also revealed exacerbated subcellular features of necrosis-like swelling in mitochondria challenged with T/S/Z in shGab1 cells (Figure 6C). Intestinal epithelium death was further reproduced ex vivo in the 3D mini-gut organoid culture based on previous research (14, 44). As shown in Figure 6D, PI staining revealed a remarkable increase of necroptotic cells in Gab1*^IEC^*-KO mouse–derived intestinal organoids following T/S/Z treatment. It has been highlighted that extensive necroptosis in IECs triggers intestinal inflammation by a massive release of DAMPs, which links cell death to mucosal inflammation (22, 45). Therefore, we examined the levels of DAMPs (including HMGB1, IL-1 family cytokines) as well as Cxcl family chemokines with or without Gab1. Western blotting revealed a higher amount of HMGB1 detectable in culture supernatant in Gab1-deficient cells after T/S/Z treatment (Figure 6E). qPCR analysis also displayed that Gab1 deletion resulted in significantly higher expression of *Il1a*, *Il1b*, *Cxcl1*, *Cxcl2*, and *Cxcl8* upon necroptosis stimulation (Figure 6, F and G). Consistent with above data, T/S/Z-triggered cell necroptosis was significantly restrained by the overexpression of Gab1, as indicated by both reduced PI-positive necroptotic cells (Figure 6, H and I) and mitigated swelling of mitochondria in HT29 cells (Figure 6J). Thus, these findings further support the role of Gab1 in negatively regulating epithelial necroptosis in response to TNF-α.

### Gab1 negatively regulates necroptosis through interacting with RIPK3 via aurora kinase A.

Necroptosis signaling is mainly initiated by TNF-α, followed by the activation of protein kinases RIPK1 and RIPK3, which subsequently phosphorylate the downstream MLKL pseudokinase to induce cell membrane rupture and execute necroptosis (18, 46, 47). Western blot analysis showed that the phosphorylation level of RIPK1, RIPK3, and MLKL was remarkably elevated in Gab1-knockdown HT29 cells following T/S/Z treatment (Figure 7A), whereas overexpression of Gab1 suppressed T/S/Z-induced RIPK1/RIPK3/MLKL activation (Figure 7B). To dissect the underlying mechanism through which Gab1 negatively regulates the RIPK1/RIPK3/MLKL axis, we examined the interaction between Gab1 and pro-necroptotic factor RIPK3. As shown in Figure 7C, endogenous Gab1 bound with RIPK3 in basal state, and this association was impaired upon T/S/Z treatment in HT29 cells. Besides, similar effects were observed in HEK293T cells overexpressing Gab1-Flag and RIPK3-Myc plasmids, as demonstrated by co-IP (Figure 7D). The interaction of Gab1 and RIPK3 was further confirmed by a pull-down assay in vitro, as recombinant glutathione-*S*-transferase–fused (GST-fused) Gab1 protein was able to pull down RIPK3 from HEK293T cell lysates (Figure 7, E and F). Importantly, we found that Gab1 deficiency promoted the formation of RIPK1/RIPK3 complex under necroptotic conditions (Figure 7G) and thus facilitated downstream activation of necroptosis. Recent work showed that AURKA is a direct negative regulator of necrosome activation through binding the RIPK1/RIPK3 complex (48). Interestingly, AURKA was identified as a binding protein of Gab1 by using liquid chromatography with tandem mass spectrometry (Supplemental Figure 10) and confirmed by co-IP (Figure 7H). Thus, we propose that Gab1 interacts with RIPK3 through AURKA, thus restraining the assembly of RIPK1/RIPK3 complex. Collectively, these data indicate that Gab1 negatively regulates cell necroptosis by serving as a brake on RIPK1/RIPK3 complex formation in response to necroptotic signals.

### RIPK3 inhibition alleviates colitis in epithelial Gab1-deficient mice.

We have shown that *Gab1* ablation in IECs contributed to the aggravated colitis due to excessive RIPK3-dependent necroptosis. Therefore, we utilized GSK’872, a specific RIPK3 inhibitor (49, 50), to further validate whether uncontrolled necroptosis in Gab1*^IEC^*-KO mice accounts for this phenotype. Gab1^fl/fl^ or Gab1*^IEC^*-KO mice were subjected to a 7-day course of 3% DSS and treated with either vehicle control or GSK’872 intraperitoneally. The results revealed that GSK’872 treatment showed curative effects in both Gab1^fl/fl^ and Gab1*^IEC^*-KO mice after DSS exposure. The aggravated colitis due to epithelial Gab1 deficiency was significantly rescued by GSK’872 administration, as exemplified by DSS-induced macroscopic changes (body weight loss, diarrhea, and rectal bleeding) being significantly alleviated (Figure 8A). Consistently, Gab1*^IEC^*-KO mice sacrificed on day 7 displayed approximate colon length (Figure 8B), epithelial damage, inflammatory infiltration (Figure 8C), and number of goblet cells (Figure 8D) compared with Gab1^fl/fl^ littermates after GSK’872 administration. Moreover, GSK’872 treatment substantially reduced the number of TUNEL-positive epithelial cells and the phosphorylation of RIPK3 and MLKL in colon tissues triggered by DSS (Figure 8, E and F). Taken together, these data indicate that hyperactivation of RIPK3 and necroptosis in IECs is primarily responsible for the exacerbated colitis in Gab1*^IEC^*-KO mice.

### Gab1 expression is associated with UC therapeutic outcomes and colorectal cancer.

The introduction of anti-TNF therapy in the treatment of IBD has significantly improved the disease outcome. However, approximately 10%–40% of patients do not respond to induction therapy (primary nonresponse) (51). Thus, we assessed the *Gab1* expression in patients before and after the first anti-TNF treatment. We found that *Gab1* was dramatically upregulated in the inflamed mucosa of anti-TNF–responded patients with UC after the first IFX or golimumab treatment whereas *Gab1* was comparable in IFX-responded patients with CD before and after treatment (Figure 9, A and B). Subsequently, we utilized IFX, the chimeric mouse-human monoclonal antibody, to neutralize TNF activity in mice. Consistent with the observations in human UC, we found that the reduction of Gab1 expression in colonic tissues was significantly rescued after anti-TNF treatment in the DSS-induced colitis model (Figure 9C). These results suggested that the increase of *Gab1* expression after treatment may predict efficient therapeutic outcomes for UC.

Necroptosis is linked to inflammation, and chronic inflammation is suggested to be a high risk factor for colorectal cancer (CRC) (15, 49). Therefore, we analyzed the CRC database and found a significant decrease of *Gab1* expression in both patients with colon adenocarcinoma (COAD) and patients with rectal adenocarcinoma (READ) compared with healthy controls (Figure 9D). Moreover, overall survival data indicated that lower Gab1 expression related to poorer clinical outcomes (Figure 9E). Next, we used the azoxymethane (AOM)/DSS model of colitis-associated cancer (CAC) to further determine the role of Gab1 in inflammation-related tumorigenesis in vivo (Figure 9F) (52). As shown in Figure 9, G–J, Gab1*^IEC^*-KO mice exhibited a significantly increased number and size of tumors in the colorectum compared with Gab1^fl/fl^ mice. H&E staining showed larger tumors formed in epithelial Gab1-deficient colorectum (Figure 9K). These data suggest that Gab1 inhibits tumorigenesis driven by chronic colitis in mice and may serve as a tumor suppressor in human CRC.

In summary, our study defines a protective role for Gab1 in intestinal inflammation through restraining epithelial cell necroptosis.

## Discussion

Increasing evidence highlights that intestinal barrier dysfunction greatly contributes to the predisposition and perpetuation of IBD (53–55). However, the molecular mechanisms underlying the epithelial barrier maintenance remain obscure. Herein, we defined a crucial role for Gab1 in protecting intestinal barrier by preventing epithelial cell necroptosis during intestinal inflammation, which provides new insights into the diagnostic and therapeutic approach for IBD.

IECs, linked by tight junctions, form a permeable barrier separating luminal microbes and mucosal immune cells to coordinate an appropriate host response, ranging from tolerance to antipathogen immunity (7, 56). Serving as the first line of defense against microbial encroachment, impaired IEC function has been reported in a wide array of intestinal disorders, especially in IBD (9, 57, 58). Moreover, intestinal barrier dysfunction might precede the clinical diagnosis of IBD by years, invoking the possibility of preventing IBD through early and precise interventions (10). In this study, our data revealed that of Gab1 is remarkably decreased in both UC and CD patients, and the extent of reduction is negatively correlated with IBD progression. Single-cell RNA-Seq analysis of patients with UC, as well as a colitis mouse model, further identified that Gab1 is predominantly decreased in IECs, suggesting the probable role of epithelial Gab1 in disease progression.

Gab1 serves as an adaptor protein for integrating receptor-mediated signaling cascades downstream of growth factors or cytokines (27, 28). Global Gab1 ablation leads to embryonic lethality in mice, with profound developmental defects in heart, placenta, and skin (59). Besides the well-known function for Gab1, increasing evidence demonstrates that Gab1 participates in LPS-induced acute lung inflammation, house dust mite–induced asthmatic inflammation, and vascular inflammation, highlighting the unique role for Gab1 in inflammation-associated diseases (29, 30, 60). Furthermore, a recent study indicates that Gab family proteins Gab2/3 synergistically suppress colitis through controlling macrophage and CD8^+^ T cell activation (61). However, to date, the role of Gab1 in intestine and intestinal inflammation remains largely unknown. Considering the remarkable reduction of Gab1 in IECs we have demonstrated, VillinCre Gab1^fl/fl^ mice (Gab1*^IEC^*-KO) were first generated to dissect the role of Gab1 in intestinal inflammation. Notably, epithelial Gab1-deficient mice manifested exacerbated experimental colitis upon DSS treatment. Next, RNA-Seq data revealed excessive production of pro-inflammatory cytokines, chemokines, as well as antimicrobial peptides in Gab1*^IEC^*-KO colons. 

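Among antimicrobial peptides the transcripts went both ways in Gab1* IEC*-KO colons. Of 17 genes, 5 were listed as higher, Lcn2, S100a8, S100a9, Reg3b and Reg3g, and 2 as lower, Lyz1 and Mptx1. Of these, 2 higher (Lcn2 and S100a9) and the 2 lower ones had an adjusted p under 0.05 in the authors' deposited table, and limma called 2 higher and 2 lower when adjusted over the list alone. S100a8 and S100a9 are also among the neutrophil markers, of which 11 of 19 were listed, all higher. Lcn2, which encodes lipocalin 2, had normalized counts of 369.6 ± 193 (SD, n = 3) in Gab1 fl/fl and 2212 ± 1208 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 2.57, standard error 0.46), and S100a9, a subunit of calprotectin, had 185 ± 140.3 (SD, n = 3) in Gab1 fl/fl and 1018 ± 496 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 2.56, standard error 0.58). The C-type lectins Reg3b and Reg3g had log2 fold changes of 1.30 (standard error 0.46) and 0.88 (standard error 0.45), and their adjusted p in the authors' deposited table was 0.108 and 0.369.
Lyz1, the lysozyme of Paneth cells, had 221 ± 1.11 (SD, n = 3) in Gab1 fl/fl and 80.6 ± 27.5 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change -1.49, standard error 0.34) and may share reads with its neighbour Lyz2. Mptx1, a mucosal pentraxin, had 17182 ± 13192 (SD, n = 3) in Gab1 fl/fl and 212 ± 161 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change -6.55, standard error 1.06), and Gab1 fl/fl replicate 1 held 4037 normalized counts against 17088 and 30420.1 in replicates 2 and 3. Both are also among 18 Paneth cell products, the only 2 of that list among the listed genes. By Fisher's exact test, two-sided, 6 of 17 (adjusted p = 0.00105) antimicrobial genes were among the DEGs. With camera the adjusted p of the antimicrobial list was 0.921, downward although its median log2 fold change was 1.21.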

Further GO analysis underscored an enrichment of gene sets responsible for programmed cell death in the colonic transcriptome of Gab1*^IEC^*-KO mice, implicating the potential cellular process Gab1 involved during colitis development.

Epithelium homeostasis rests on the dynamic balance of cell proliferation and death, and aberrant increase of IEC death can lead to intestinal barrier disruption and inflammation. The regulation of cell death in IECs is highly context dependent. It has been reported that IECs undergo a series of cell death triggered by IBD, including apoptosis, necroptosis, pyroptosis, and ferroptosis (11, 14, 62–65). Recently, as a highly pro-inflammatory mode of cell death, necroptosis has emerged as a critical player in the modulation of intestinal homeostasis and inflammation that requires stringent control (15, 66, 67). Clinical evidence indicates necroptosis is highly active in both pediatric and adult IBDs (25, 26). Consistently, genetic approaches reveal a number of gene ablations, including of *Fadd*, *Casp-8*, and *Setdb1*, lead to spontaneous ileitis because of uncontrolled necroptosis but can be rescued on Ripk3^–/–^ or Mlkl^–/–^ (3, 22, 23). Several studies have linked Gab1 to cell death mainly through MAPK signaling. Cardiac Gab1 deletion leads to cardiomyocyte apoptosis and heart failure (33) while hepatocyte Gab1 controls the balance between acetaminophen-induced hepatocyte death and compensatory proliferation (68). Also, enhanced autophagy in Gab1-deficient vascular endothelial cells is observed in atherosclerosis. Here, we discovered a potentially novel role for Gab1 in regulating IEC necroptosis in a RIPK3-dependent manner. We found Gab1 deficiency rendered IECs susceptible to necroptosis, thereby shifting to aggravated barrier disruption and intestinal inflammation during DSS administration, whereas other types of cell death (apoptosis, pyroptosis, and ferroptosis) were unchanged. Collectively, we identified, for the first time to our knowledge, the novel protective role for Gab1 in restricting this lytic form of cell death during intestinal inflammation.

Different stimuli engage necroptosis, including TNF family, Toll-like receptors, and intracellular DNA/RNA sensors, with the best characterized being TNF-α (69). Given that the clinical efficacy of anti–TNF-α therapy has established TNF-α as a key player in IBD, we next focused on TNF-α–elicited necroptosis in our study. In response to TNF-α stimulation, RIPK1 can associate with RIPK3, leading to autophosphorylation and assembly of a necrosome complex, especially when caspase-8 activation is blocked or inefficient (40). RIPK3 subsequently phosphorylates the pore-forming protein MLKL to permeabilize the plasma membrane and release pro-inflammatory DAMPs, such as HMGB1 (19, 20, 70). To elucidate the mechanism of necroptosis affected by Gab1 deficiency, we used the human colorectal cell line HT29, which is a well-established cell line used to study the molecular machinery of necroptosis. Consistent with in vivo data above, we found pronounced induction of necroptotic cell death in the Gab1-KO group, as well as in Gab1-deficient intestinal organoids, while Gab1 overexpression suppressed necroptosis upon T/S/Z treatment. Mechanistically, Gab1 blocked assembly of RIPK1/RIPK3 complex depending on the ability of Gab1 to bind with RIPK3, thereby limiting the phosphorylation of RIPK3 and MLKL. Moreover, pharmacological inhibition of RIPK3 substantially alleviated experimental colitis with reduced inflammation in Gab1*^IEC^* -KO mice, suggesting that hyperactivation of RIPK3 and necroptosis largely contributes to exacerbated colitis in epithelial Gab1-deficient mice.

Chronic colitis is considered a high risk factor for CRC; therefore, we extended our studies to investigate the role for Gab1 in CAC and CRC. A previous study reported that Gab1 overexpression in DLD-1 colon carcinoma cells promoted tumor growth in a subcutaneous model (71), which is consistent with the in vitro findings from Bai et al. (72). In contrast, Liang et al. delineated the tumor-suppressing role for Gab1 in CRC (73). In our study, we generated mice with *Gab1*-KO in normal intestinal epithelium, followed by AOM/DSS induction to mimic the progression of inflammation-associated carcinogenesis. Gab1*^IEC^*-KO mice exhibited increased number and size of tumors in the colorectum compared with Gab1^fl/fl^ mice, suggesting a protective role for Gab1 in tumorigenesis driven by chronic colitis in mice, which is consistent with our bioinformatic results in patients with CRC.

Anti-TNF monoclonal antibodies have been extensively used for patients with IBD refractory to conventional medications such as corticosteroids and immunomodulators (74, 75). Effective treatment improves mucosal healing, and reduces hospitalizations and surgeries, but unfortunately, anti-TNF treatment failure is common. About 10%–40% of patients do not respond to induction therapy (primary nonresponse), and approximately 24%–46% of patients have secondary loss of response in the first year of treatment; 10% of patients have adverse drug effects (51). Our data revealed that *Gab1* was markedly elevated in mucosal biopsies obtained from patients with UC in response to IFX or golimumab, while the nonresponse group displayed minimal changes in *Gab1* expression, thus providing a genetic predictor to assess clinical outcomes of anti-TNF therapy in UC. However, there was only a slight rising trend of *Gab1* expression in inflamed mucosa before and after treatment in IFX-responded patients with CD. We speculate that this inconsistent change of *Gab1* expression occurred in responders with UC and CD possibly because of the underlying dissimilarities between UC and CD, while the considerable within-group differences due to the sample size of CD cohort may also account for this inconsistency. Currently, several RIPK1/RIPK3 inhibitors are now in clinical trials for the treatment of UC, expecting to prevent intestinal barrier breach by inhibiting IEC death and promoting resolution of inflammation (76, 77). Therefore, RIPK1/RIPK3 inhibitors may synergize with anti-TNF therapy to achieve higher immunosuppressive effects and improved outcomes.

In summary, our data demonstrate Gab1 as a critical regulator in maintaining epithelial barrier integrity to protect against intestinal inflammation through restricting aberrant necroptosis. These findings not only elucidate a deeper understanding of IBD pathogenesis by linking epithelial Gab1 with TNF-α–triggered necroptosis but also provide potentially new therapeutic strategies for personalized induction regimens to improve clinical outcomes more effectively.

## Methods

### Human samples.

Clinical samples of patients with UC and CD as well as healthy individuals were obtained from Sir Run Run Shaw Hospital, Zhejiang University School of Medicine, China. The diagnosis of UC or CD was based on clinical characteristics, endoscopic examination, histological analysis, and radiological criteria. Mayo Score and SES-CD were used to assess disease severity of the patients with UC and CD, respectively (78, 79). Healthy volunteers were recruited based on their medical history and routine laboratory tests including complete blood count and C-reactive protein. Normal ileal and colonic mucosa samples were obtained by endoscopy with the confirmation of endoscopic features and histological examination. The demographic information for the participants is detailed in Supplemental Table 1. The study was approved by the Medical Ethics Committee of Sir Run Run Shaw Hospital.

### Mice.

The Gab1^fl/fl^ mice are a gift from Gen-Sheng Feng (Department of Pathology, Division of Biological Sciences and Moores Cancer Center, University of California, San Diego, San Diego, California, USA). Gab1^fl/fl^ mice were crossed with Villin^Cre/+^ (GemPharmatech, C57BL/6 background) mice to generate IEC-conditional Gab1-knockout mice (VillinCre Gab1^fl/fl^, Gab1*^IEC^*-KO) and their littermate controls (Gab1^fl/fl^). Gab1^fl/fl^ mice were crossed with LysM^Cre/+^ (GemPharmatech, C57BL/6 background) mice to generate myeloid cell–specific Gab1-knockout mice (LysMCre Gab1^fl/fl^, Gab1*^My^*-KO) and their littermate controls (Gab1^fl/fl^). Mice were housed in a specific pathogen–free environment (25°C, suitable humidity, 12-hour light/12-hour dark cycle) and fed with sufficient water and food. All protocols of animal experiments were approved by the Animal Care and Use Committee of the Zhejiang University School of Medicine.

### Induction of colitis.

Mice were administrated with DSS in drinking water to induce colitis as previously described (52). In brief, 8- to 10-week-old Gab1–conditional KO mice and their littermates were treated with 3% DSS (MP Biomedicals) in drinking water (*w/v*) for 7 days and sacrificed for further study. During the experiment, body weights, diarrhea, and rectal bleeding were monitored daily. The scores were evaluated as follows: diarrhea: 0 = well-formed stools, 2 = soft and pasty stools, and 4 = watery stools; 0 = no bleeding, 2 = positive hemoccult, and 4 = gross bleeding.

### Single-cell RNA-Seq analysis.

Single-cell data used in this study were acquired from the GEO with accession number GSE116222 (35). A total of 11,175 cells from the colonic crypts of 3 patients with UC and 3 healthy individuals were downloaded as raw data for epithelial and immune cells. Data processing, including batch correction, doublet removal, gene annotation, and cell clustering, was performed as previously described. After that, the Seurat R package (version 2.3.2) was used to normalize expression values for total unique molecular identifier counts per cell. Cell clusters were visualized using a dimensionality reduction tool, namely UMAP. The statistical significance was assessed using Wilcoxon’s test.

### Cells.

HT29 cells were purchased from American Type Culture Collection (ATCC) and cultured in RPMI 1640 medium (Gibco) supplemented with 10% fetal bovine serum (FBS) (Gibco) along with 1% penicillin and streptomycin (HyClone) at 37°C and 5% CO_2_. HEK293T cells were purchased from ATCC and maintained in DMEM (Gibco) containing 10% FBS along with 1% penicillin and streptomycin at 37°C and 5% CO_2_. To construct Gab1-knockdown HT29 cell line, shGab1 cDNA were constructed into the PLKO1-puro vector (Addgene plasmid 8453) and packaged into lentiviruses. HT29 cells were infected with shGab1 lentivirus and then screened by puromycin.

For stimulation, cells were plated on 6-well plates at 5 × 10^5^ cells per well overnight and then pretreated with RIPK1 inhibitor Nec-1s (10 μM; Selleck Chemicals) for 1 hour. After that, cells were stimulated with T/S/Z mix — TNF-α, 50 ng/mL (Novoprotein); SM-164, 50 nM (Selleck Chemicals); Z-VAD-FMK, 50 μM (Selleck Chemicals) — for the indicated time. Cell lysates and culture supernatant were further analyzed by Western blot.

### GST fusion protein purification and pull-down assay.

Recombinant protein purification was performed as described previously (80). Briefly, the GST-tagged Gab1 full-length fusion proteins were expressed in *E*. *coli* BL21 cells (WEIDI, EC1002) at 16°C overnight to achieve maximal soluble expression. Cells were harvested and lysed by sonication in lysis buffer (20 mM Tris-HCl pH 7.5, 300 mM NaCl, 1% Triton X-100, and protease inhibitor cocktail [Roche, 04693132001]), then centrifuged at 12,000*g* for 15 minutes at 4°C. Supernatant was collected and incubated with glutathione-sepharose (GE Healthcare) overnight at 4°C. Total GST fusion protein concentration was estimated by using BCA Protein Assay kit (Beyotime). HEK293T cells were seeded onto 10 mm dishes transfected with full-length RIPK3 plasmids, then lysed with a lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, and protease inhibitor cocktail). After centrifugation (4°C, 12,000*g*, for 15 minutes), cleared cell lysates were incubated with purified Gab1-bound glutathione-sepharose or control glutathione-sepharose overnight at 4°C with gentle rotation. Then the glutathione beads were washed 3 times with lysis buffer and eluted with loading buffer for Western blot analysis.

### Crypt isolation and organoid culture.

The intestinal organoids were derived from the small intestines as reported (24), with slight modifications. In brief, 10 cm small intestines were dissected and opened longitudinally to remove luminal contents. The intestine was cut into 5 mm pieces and incubated with 4 mM EDTA in PBS for 30 minutes at 4°C without shaking. Crypts were dissociated from villi by pipetting and filtered through a 70 μm strainer (BIOLGIX), followed by centrifugation (4°C, 200*g*, for 5 minutes) and washing. The purified crypts were resuspended in Matrigel (Corning, 356231) and seeded onto a glass-bottom dish, then cultured in IntestiCult Organoid Growth Medium (StemCell Technologies, 06005). Organoid growth medium was refreshed every 2–3 days. For the PI-traced organoid cell death assay, TNF-α (50 ng/mL), SM-164 (50 nM), and Z-VAD-FMK (50 μM) were added into organoid growth medium for 8 hours at day 7. Then organoids were stained with 1 μg/mL PI, and images were taken using a confocal microscope (FV3000, Olympus).

### Statistics.

Data are presented as mean ± SEM and statistical calculations were performed with GraphPad Prism 8.0. Statistical analysis was performed using 2-tailed unpaired Student’s *t* test (for 2-group comparison) or 1-way or 2-way ANOVA followed by Tukey’s multiple comparisons test (for multiple group comparison). *P* < 0.05 was considered statistically significant.

### Study approval.

For human samples, written informed consent was obtained from all individuals and all samples were deidentified. These studies were approved by the Medical Ethics Committee of Sir Run Run Shaw Hospital. All animal experiments were carried out in accordance with protocols approved by the Animal Care and Use Committee of the Zhejiang University School of Medicine.

## Author contributions

JX, ZJ, and XZ conceived of and designed the project. JX, SL, and WJ performed experiments. JX and SL analyzed and interpreted data. HZ and XC performed bioinformatic analyses. TZ and YF were in charge of recruiting patients/controls and collected tissue samples. JX, YK, and XZ wrote the manuscript and designed figures. PX, HC, DW, and ZJ edited the manuscript. All authors approved the final manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
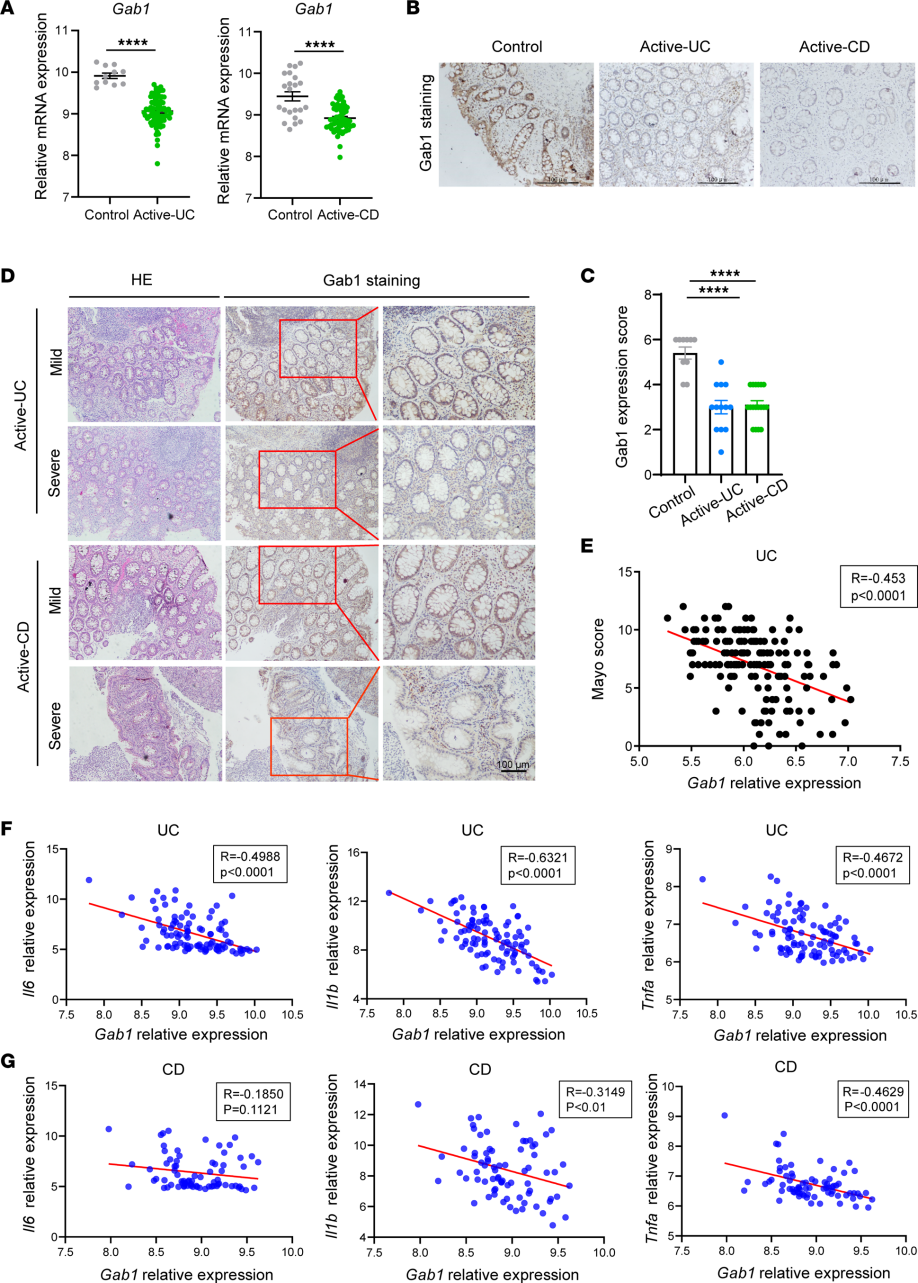
Decreased Gab1 expression in human IBD samples. (**A**) *Gab1* mRNA expression in patients with active UC (*n* = 74) and matched normal controls (*n* = 11), or active CD (*n* = 59) and matched normal controls (*n* = 22), revealed by analyzing a database of RNA-Seq data (GEO accession number GSE75214). (**B** and **C**) Representative IHC staining of Gab1 in colonic mucosa from patients with active UC (*n* = 13) or active CD (*n* = 18) and normal controls (*n* = 10). Scale bars, 100 μm. (**D**) Representative images showing hematoxylin-eosin (H&E) staining and Gab1 IHC staining in mild and severe IBD samples. *n* = 3 for each group. Scale bars, 100 μm. (**E**) Pearson’s correlation analysis was performed between relative *Gab1* expression and clinical Mayo score from UC patients (*n* = 162). *R* = –0.453, *P* < 0.0001. Data were collected from GEO database GSE92415. (**F**) Pearson’s correlation analysis between *Gab1* expression and pro-inflammatory cytokines *Il1b*, *Il6*, or *Tnfa* in colon biopsy samples from UC patients (*n* = 97). *R* = –0.4988, *P* < 0.0001 for *Il6*; *R* = –0.6321, *P* < 0.0001 for *Il1b*; *R* = –0.4672, *P* < 0.0001 for *Tnfa*. Data were collected from GEO database GSE75214. (**G**) Pearson’s correlation analysis between *Gab1* expression and pro-inflammatory cytokines *Il1b*, *Il6*, or *Tnfa* in colon biopsy tissues from CD patients (*n* = 75). *R* = –0.1850, *P* = 0.1121 for *Il6*; *R* = –0.3149, *P* < 0.01 for *Il1b*; *R* = –0.4629, *P* < 0.0001 for *Tnfa*. Data were collected from GEO database GSE75214. Quantitative data were shown as mean ± SEM. Statistical significance was assessed by using 2-tailed Student’s *t* test (**A**), 1-way ANOVA with multiple comparisons test (**C**), and Pearson’s correlation coefficient (**E**–**G**); ****P < 0.0001. UC, ulcerative colitis; CD, Crohn’s disease; GEO, Gene Expression Omnibus.

**Figure 2:**
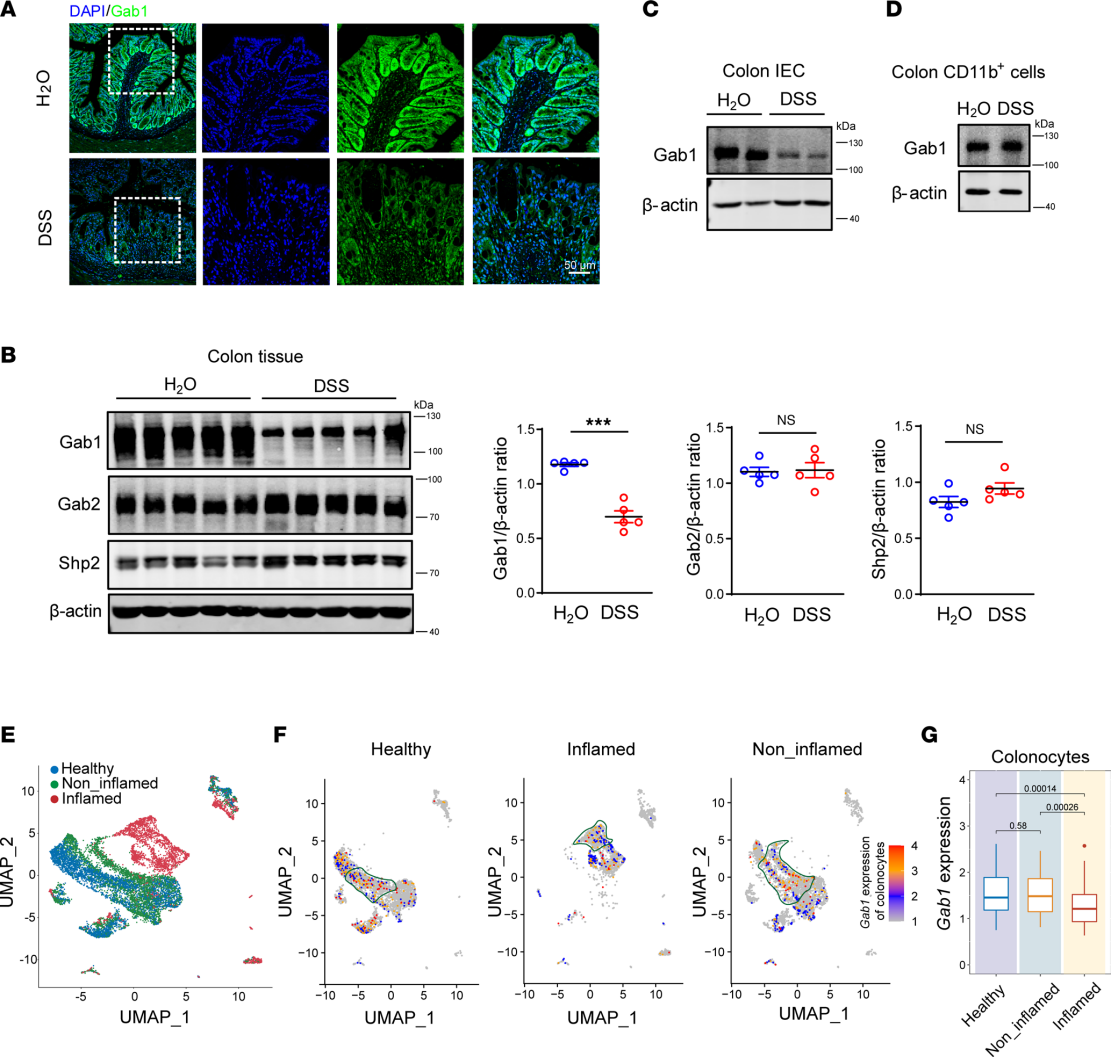
Gab1 is decreased in IECs during mouse colitis and human UC. (**A**) Representative immunofluorescence staining for Gab1 (green) and DAPI (blue) in mouse colons with or without a 7-day DSS treatment. Scale bars, 50 μm. (**B**) Western blotting of Gab1, Gab2, and Shp2 in mouse colonic tissues with or without DSS treatment. Quantitative analyses were determined on the right. *n* = 5 for each group. (**C**) Immunoblot analysis for Gab1 in IECs isolated from mouse colonic tissues treated as described above. *n* = 3 for each group. (**D**) Immunoblot analysis for Gab1 in CD11b^+^ cells sorted from colonic lamina propria (CLP) treated as described above. *n* = 3 for each group. (**E**) UMAP plots of single-cell clusters of colonic crypts from patients with inflamed/noninflamed UC and healthy controls (*n* = 3 per group) by analyzing a single-cell sequencing database (Gene Expression Omnibus [GEO] accession number GSE116222). (**F** and **G**) UMAP results (**F**) depicting *Gab1* expression and distribution mapped to referenced single-cell clusters (Supplemental Figure 2C), with box plot (**G**) demonstrating *Gab1* level in colonocytes of patients with inflamed/noninflamed UC and healthy controls (*n* = 3 per group) using the database as described above. Box plots show the interquartile range (box), median (line), and minimum and maximum (whiskers). Quantitative data were shown as mean ± SEM. Statistical significance was assessed by using 2-tailed Student’s *t* test (**B**) and Wilcoxon’s test (**G**); ***P < 0.001. DSS, dextran sodium sulfate; IEC, intestinal epithelial cell; UC, ulcerative colitis; UMAP, uniform manifold approximation and projection.

**Figure 3:**
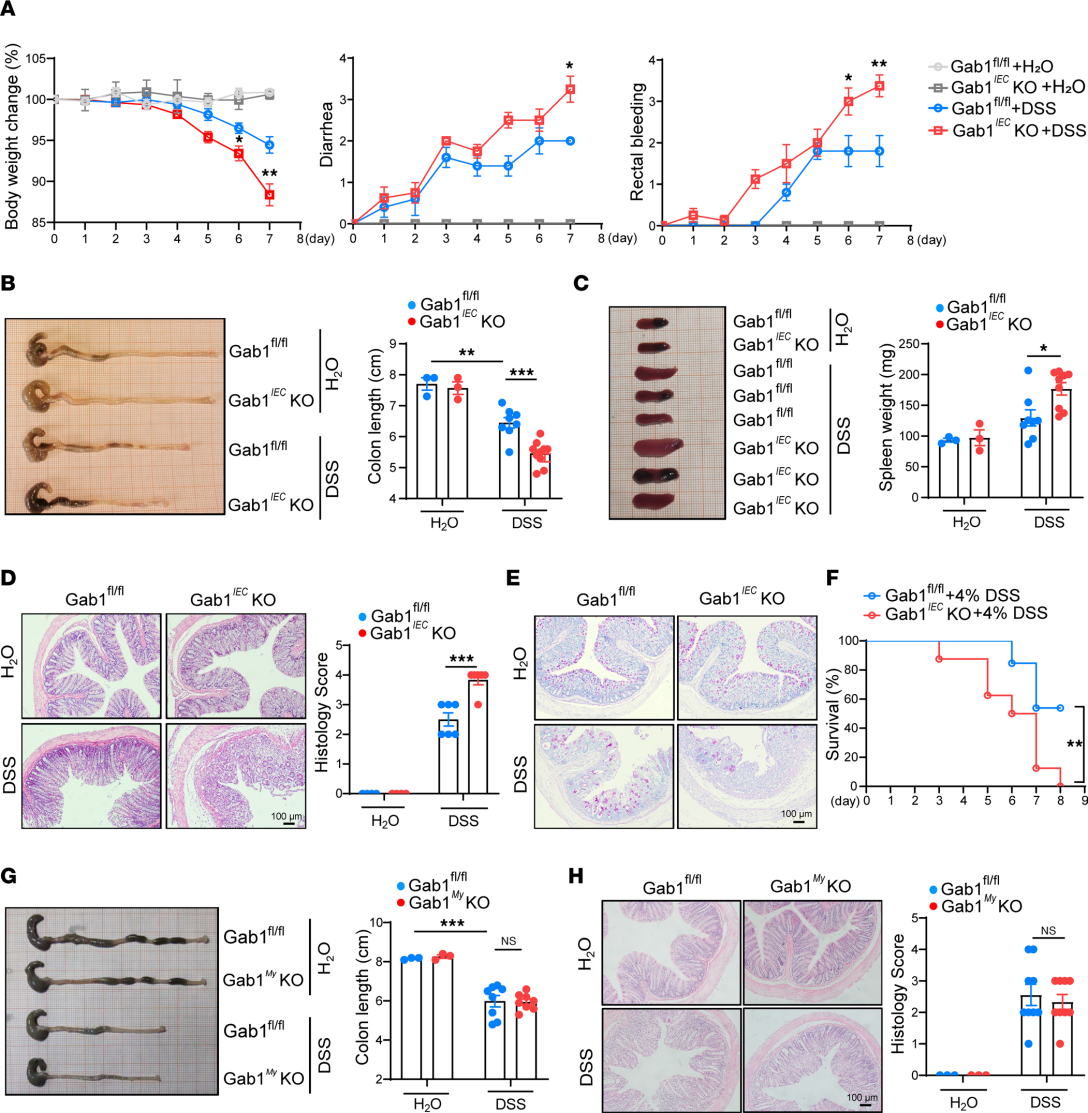
Epithelial Gab1 deficiency enhances susceptibility to DSS-induced experimental colitis. Gab1*^IEC^*-KO mice (**A**–**F**) or Gab1*^My^*-KO mice (**G** and **H**), as well as their littermates, were administrated with water or 3% DSS for 7 days to induce experimental colitis. (**A**) Body weight loss, diarrhea, and rectal bleeding were monitored daily with or without DSS treatment. *n* = 3, 3, 8, 9, for Gab1^fl/fl^ + H_2_O group, Gab1*^IEC^*-KO + H_2_O group, Gab1^fl/fl^ + DSS group, Gab1*^IEC^*-KO + DSS group, respectively. (**B**) Gross morphology images of the colon from Gab1^fl/fl^ or Gab1*^IEC^*-KO mice, and colon length were measured on day 7. *n* = 3, 3, 8, 9, respectively. (**C**) Gross morphology images of the spleen from Gab1^fl/fl^ or Gab1*^IEC^*-KO mice and spleen weight assessed on day 7. *n* = 3, 3, 8, 9, respectively. (**D**) Representative images of H&E-stained colons from Gab1*^IEC^*-KO mice and littermate controls, with histopathology analysis of colitis performed on day 7. Scale bars, 100 μm. *n* = 3, 3, 6, 6, respectively. (**E**) Representative periodic acid–Schiff (PAS) staining of colonic sections from Gab1*^IEC^*-KO mice and littermate controls. Scale bars, 100 μm. *n* = 3, 3, 6, 6, respectively. (**F**) Gab1^fl/fl^ (*n* = 13) and Gab1*^IEC^*-KO (*n* = 8) mice were challenged with 4% DSS for 7 days, and the survival of mice was monitored. (**G**) Gross morphology images of colons and colon length of Gab1^fl/fl^ and Gab1*^My^*-KO mice. *n* = 3, 3, 9, 9, respectively. (**H**) Representative H&E staining and histopathological scores of colonic sections from Gab1*^My^*-KO mice, as well as littermate controls. Scale bars, 100 μm. *n* = 3, 3, 9, 9, respectively. Quantitative data were shown as mean ± SEM and are representative of 3 independent experiments. Statistical significance was assessed by using 2-way ANOVA with multiple comparisons test (**A**–**D**, **G**, and **H**) and log-rank test (**F**); *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
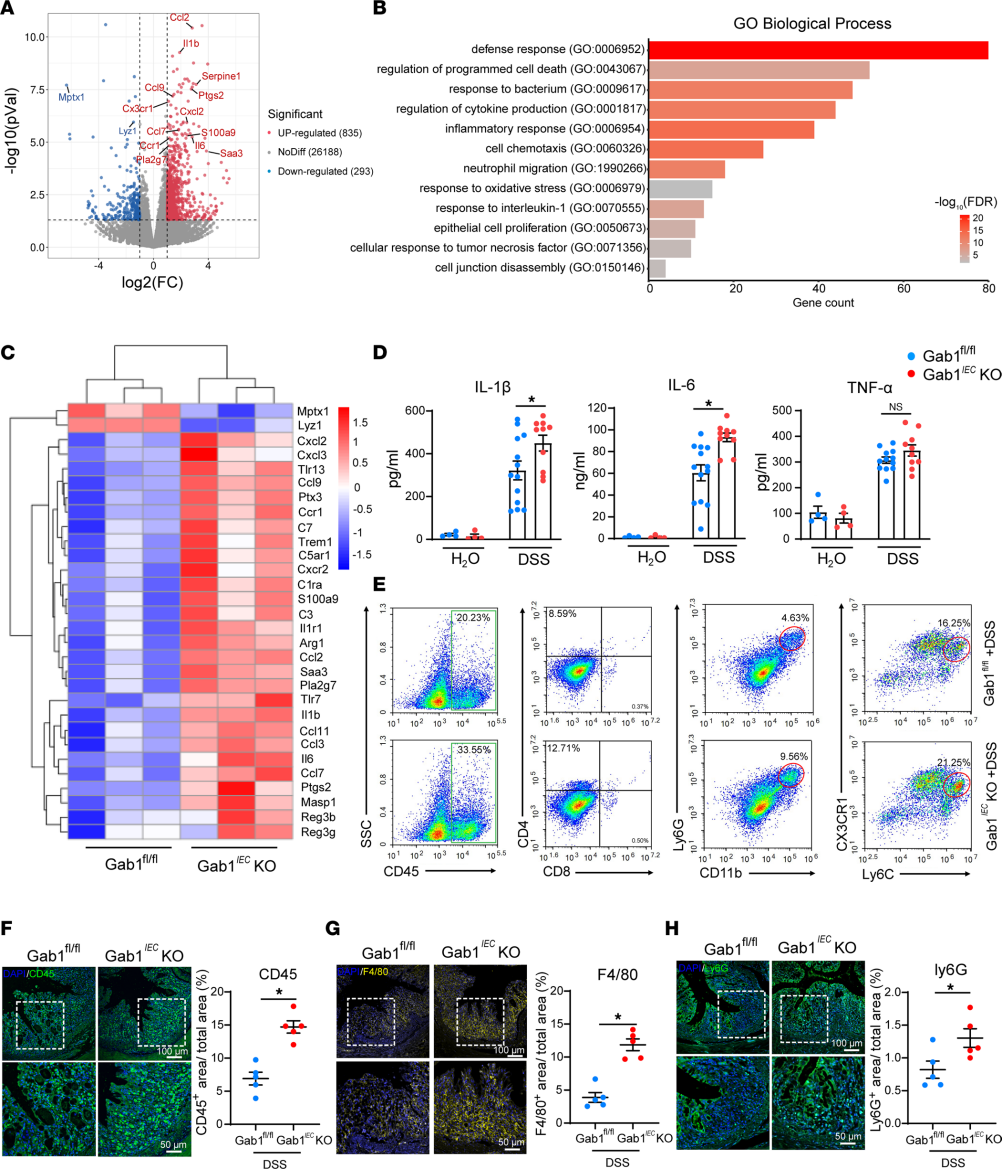
Loss of Gab1 in IECs exacerbates inflammatory response in vivo. Gab1^fl/fl^ and Gab1*^IEC^*-KO mice were challenged with 3% DSS and sacrificed at day 7. (**A**) Volcano plot of RNA-Seq transcriptome data displaying the pattern of gene expression values for epithelial Gab1-deficient colons relative to littermate controls after DSS treatment. Red and blue dots, significantly up- and downregulated genes (*P* < 0.05, |log_2_FC| > 1). *n* = 3 for each group. (**B**) GO enrichment analysis classifying DEGs into biological process groups. (**C**) Clustered heatmap showing expression changes of inflammation-associated genes in epithelial Gab1-deficient colons versus littermate controls. Red strip, high relative expression; blue strip, low relative expression. *n* = 3 for each group. (**D**) Soluble cytokine levels in supernatant of cultured colonic tissue isolated from Gab1^fl/fl^ and Gab1*^IEC^*-KO mice with or without DSS treatment. *n* = 4, 4, 13, 10, for Gab1^fl/fl^ + H_2_O group, Gab1*^IEC^*-KO + H_2_O group, Gab1^fl/fl^ + DSS group, Gab1*^IEC^*-KO + DSS group, respectively. (**E**) Representative flow cytometry plots of colon-infiltrated immune cells isolated from CLP at day 7. *n* = 3 for each group. (**F**–**H**) Representative immunofluorescence images stained for CD45 (green) (**F**), F4/80 (yellow) (**G**), Ly6G (green) (**H**), and DAPI (blue) from colon section with quantifications shown on the right. Scale bars, 100 μm (overview) and 50 μm (magnification). *n* = 5 for each group. Quantitative data were shown as mean ± SEM. Statistical significance was assessed by using 2-way ANOVA with multiple comparisons test (**D**) and 2-tailed Student’s *t* test (**F**–**H**); *P < 0.05. GO, Gene Ontology; DEGs, differentially expressed genes; CLP, colonic lamina propria; SSC, side scatter.

**Figure 5:**
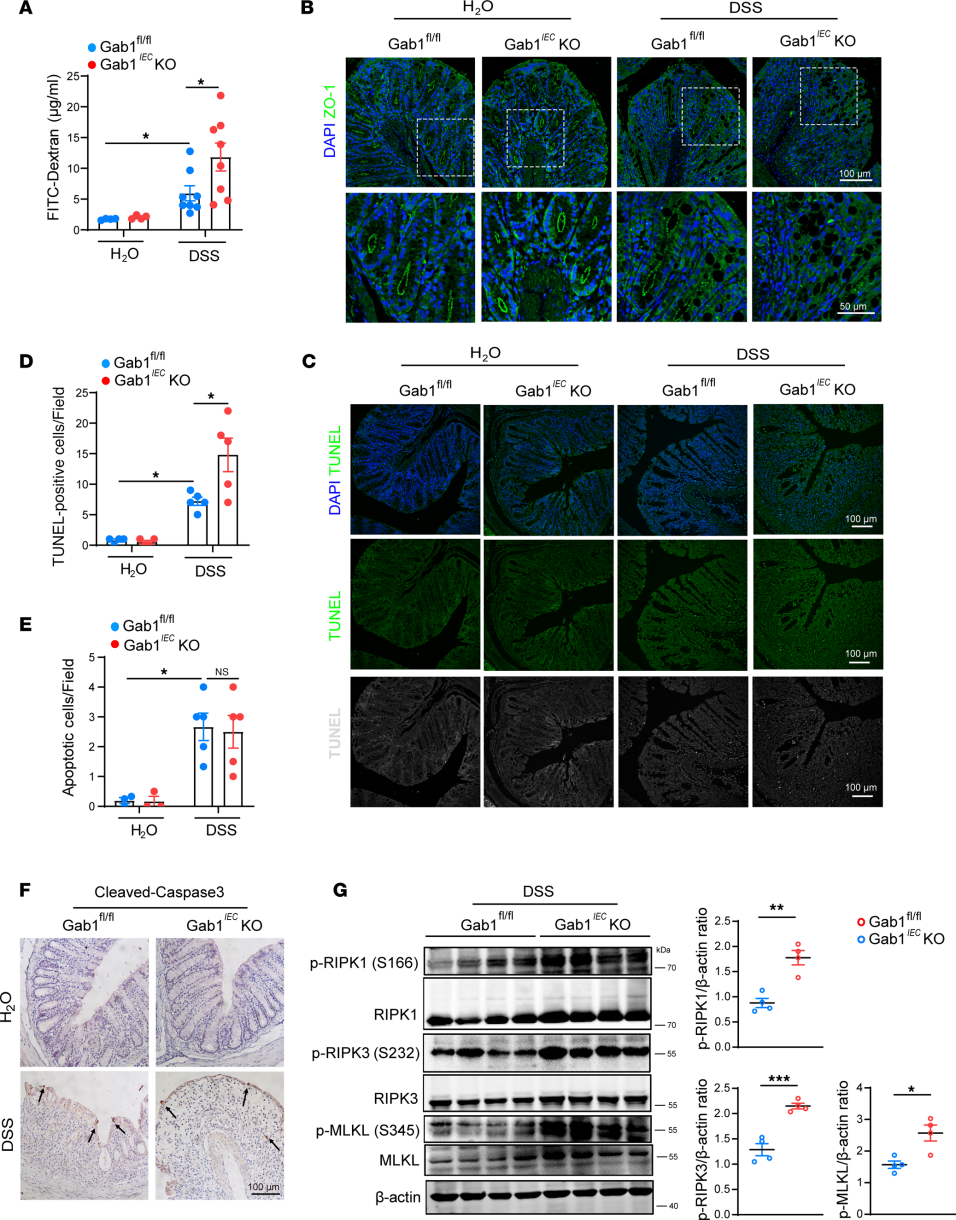
Gab1 maintains intestinal epithelial integrity by restricting aberrant necroptosis. (**A**) Gab1^fl/fl^ and Gab1*^IEC^*-KO mice were administrated with 3% DSS for 7 days and fed with FITC-dextran intragastrically 4 hours before sacrifice, then serum FITC-dextran level was detected by fluorescence spectrophotometer. *n* = 4, 4, 8, 9, for Gab1^fl/fl^ + H_2_O group, Gab1*^IEC^*-KO + H_2_O group, Gab1^fl/fl^ + DSS group, Gab1*^IEC^*-KO + DSS group, respectively. (**B**) Immunofluorescence staining of cell tight junction protein ZO-1 (green) and DAPI (blue) in colonic sections from the mice (*n* = 5 per group) treated with DSS for 5 days. Scale bars, 100 μm (overview) and 50 μm (magnification). (**C** and **D**) Representative images of TUNEL staining (green or gray) (**C**) and the quantifications of TUNEL^+^ IECs in colonic sections on day 7 (**D**). *n* = 4, 4, 5, 5, respectively. Scale bars, 100 μm. (**E** and **F**) Representative cleaved caspase-3 IHC staining (**F**) and the number of apoptotic cells quantified (**E**) in colonic sections on day 7. Arrows indicate cleaved caspase-3–positive cells. *n* = 3, 3, 5, 5, respectively. Scale bars, 100 μm. (**G**) Immunoblots of colonic lysates following DSS treatment for 7 days on p-RIPK1 (S166), p-RIPK3 (S232), or p-MLKL (S345) and quantitative analyses determined by ImageJ (NIH). *n* = 4 for each group. Quantitative data were represented as mean ± SEM. Statistical significance was assessed by using 2-way ANOVA with multiple comparisons test (**A**, **D**, and **E**) and 2-tailed Student’s *t* test (**G**); *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
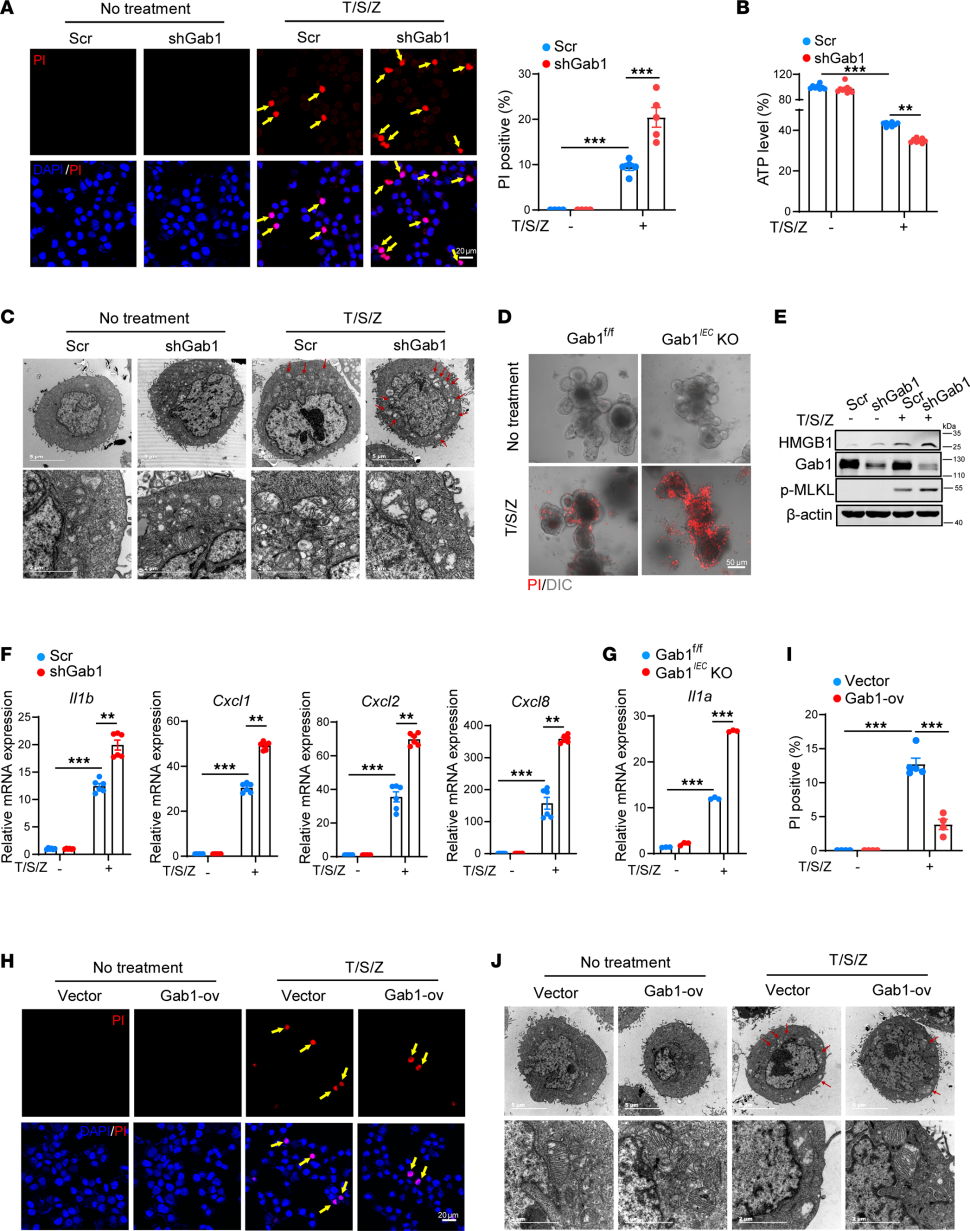
Gab1 deficiency sensitizes IECs to T/S/Z-induced necroptosis and inflammation. (**A**) Control (Scr) and Gab1-knockdown (shGab1) HT29 cells were treated with (*n* = 5) or without (*n* = 4) necrotic stimulation T/S/Z for 4 hours, then stained with propidium iodide (PI) (red) and DAPI (blue). Scale bars, 20 μm. Arrows indicate the cells undergoing necroptosis. T/S/Z, TNF-α (50 ng/mL), SM-164 (50 ng/mL), and Z-VAD-FMK (50 μM). (**B**) Viability of HT29 cells challenged with T/S/Z was determined by intracellular ATP levels using CellTiter-Glo assays. *n* = 8, 9, 8, 8, for Scr group, shGab1 group, Scr+T/S/Z group, shGab1+T/S/Z group, respectively. (**C**) Transmission electron microscopy (TEM) images showing the typical morphology of necroptosis in control (Scr) and Gab1-knockdown (shGab1) HT29 cells after T/S/Z treatment. Arrows point to the swelling mitochondria. Scale bars, 5 μm (overview) and 2 μm (magnification). (**D**) Representative confocal microscopy images of PI-stained intestinal organoids from Gab1^fl/fl^ and Gab1*^IEC^*-KO mice treated with T/S/Z for 8 hours. Scale bars, 50 μm. (**E**) Western blot displaying the release of HMGB1 protein in the supernatant from control (Scr) and Gab1-knockdown (shGab1) HT29 cells treated with T/S/Z. Gab1, p-MLKL (S358), and β-actin were immunoblotted in cell lysates, respectively. (**F**) Quantitative mRNA expression of *Il1b*, *Cxcl1*, *Cxcl2* and *Cxcl8* in control (Scr) and Gab1-knockdown (shGab1) HT29 cells upon T/S/Z treatment. *n* = 6 for each group. (**G**) Quantitative mRNA expression of *Il1a* in intestinal organoids from Gab1^fl/fl^ and Gab1*^IEC^*-KO mice upon T/S/Z treatment. *n* = 3 for each group. (**H** and **I**) HT29 cells were transfected with pXJ40-Flag vector or pXJ40-Gab1-Flag followed by T/S/Z stimulation as in **A**, then stained with PI (red) and DAPI (blue). Scale bars, 20 μm. Arrows indicate the cells undergoing necroptosis. *n* = 4, 4, 5, 4, respectively. (**J**) Representative TEM images for the typical morphology of necroptosis in control (Vector) and Gab1-overexpressed (Gab1-ov) HT29 cells. Arrows indicate the swelling mitochondria. Scale bars, 5 μm (overview) and 2 μm (magnification). Data were represented as mean ± SEM. All samples were biologically independent and 3 or more independent experiments were performed. Statistical significance was performed by using 2-way ANOVA with multiple comparisons test (**A**, **B**, **F**, **G**, and **I**); **P < 0.01, ***P < 0.001.

**Figure 7:**
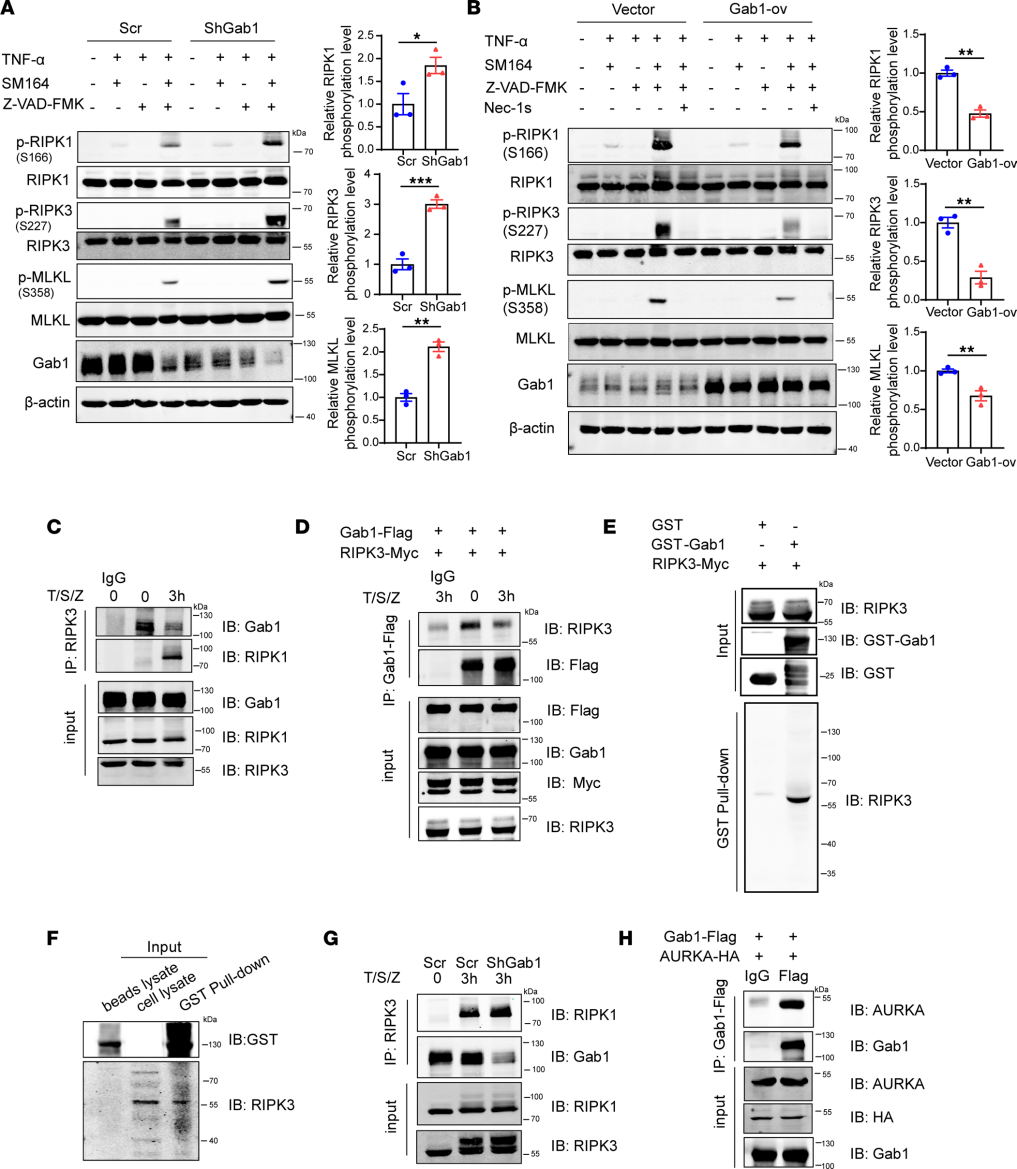
Gab1 blocks T/S/Z-induced necroptosis via binding with RIPK3. (**A**) Control or Gab1-knockdown HT29 cells were treated with DMSO, TNF-α+SM164, TNF-α+Z-VAD-FMK, or T/S/Z for 3 hours, and phosphorylation of RIPK1, RIPK3, and MLKL was determined by Western blotting. Quantitative data were shown as mean ± SEM for 3 independent experiments. (**B**) Control or Gab1-overexpressed HT29 cells were preincubated with 10 μm Nec-1s for 1 hours, followed by DMSO, TNF-α+SM164, TNF-α+Z-VAD-FMK or T/S/Z treatment for 3 hours. Detection of indicated proteins was carried out by Western blotting. Quantitative data were shown as mean ± SEM for 3 independent experiments. (**C**) HT29 cells were treated with T/S/Z for 3 hours. Total cell lysates were subjected to immunoprecipitation (IP) with anti-RIPK3 antibody or anti-IgG, followed by immunoblotting analysis with anti-Gab1 antibody or anti-RIPK1 antibody. See Supplemental Methods for antibody information and details on other methods. (**D**) HEK293T cells were co-transfected with Gab1-Flag and RIPK3-Myc for 24 hours, followed by T/S/Z stimulation for 3 hours. Cell lysates were then subjected to IP using anti-Flag antibody or anti-IgG and immunoblotted as indicated. (**E** and **F**) HEK293T cells were lysed and the supernatant was used to carry out a GST pull-down assay to detect the interaction between Gab1 and RIPK3. Recombinant GST-fused Gab1 protein was incubated with HEK293T cell lysates with (**E**) or without RIPK3 overexpression (**F**) and analyzed by immunoblotting with the anti-RIPK3 antibody. (**G**) Western blot showing co-IP assay for RIPK1 and RIPK3 interaction in control or Gab1-knockdown HT29 cells after exposure to T/S/Z for 3 hours. (**H**) HEK293T cells were cotransfected with Gab1-Flag and AURKA-HA for 24 hours. Total cell lysates were subjected to IP using anti-Flag antibody or anti-IgG, then immunoblotted with indicated antibodies. All samples were biologically independent and 3 independent experiments were performed. Statistical analysis was performed using 2-tailed Student’s *t* test; *P < 0.05, **P < 0.01, ***P < 0.001. AURKA, aurora kinase A.

**Figure 8:**
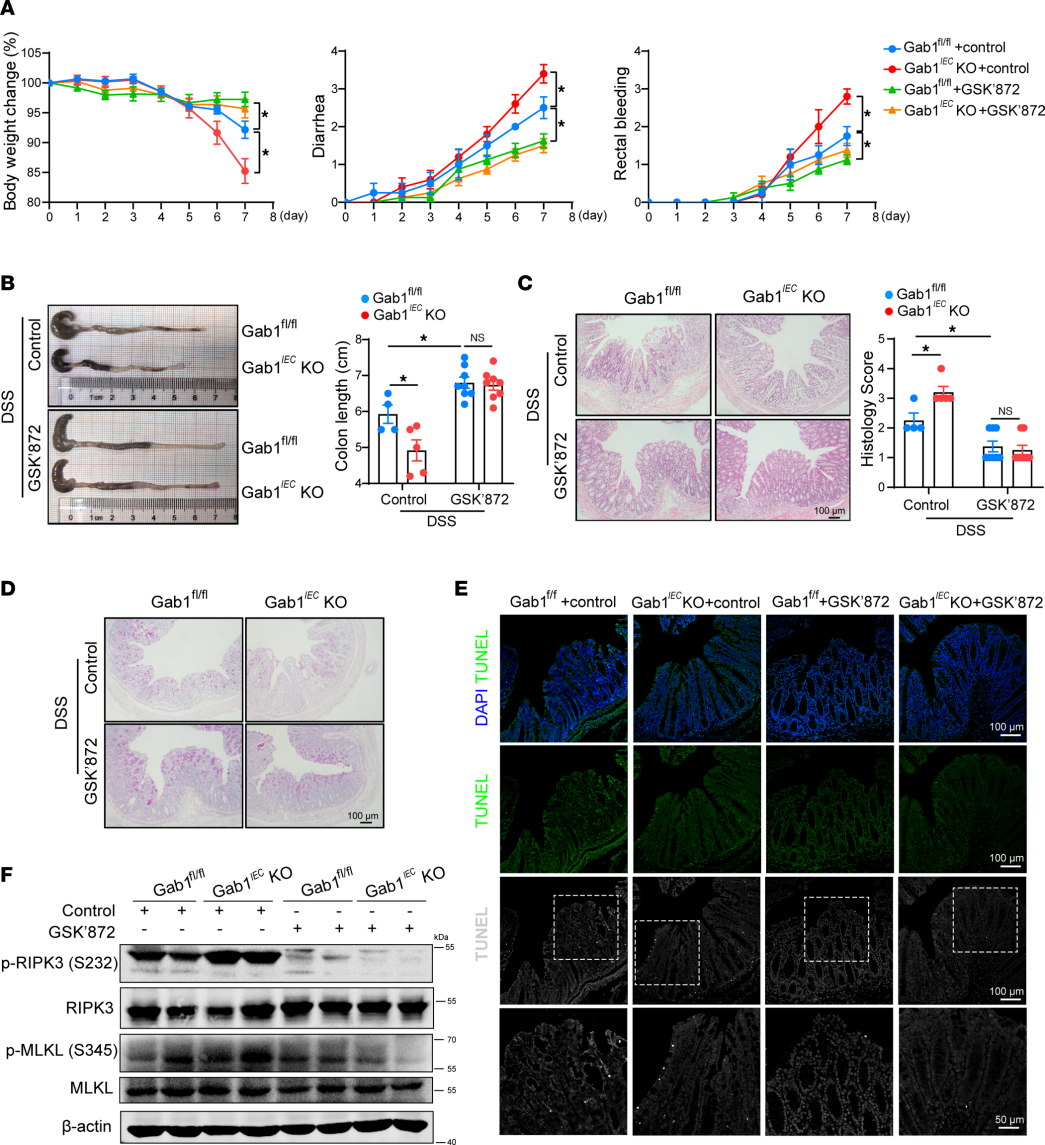
Selective RIPK3 inhibitor GSK’872 rescues epithelial Gab1-deficient mice from DSS-induced colitis. Gab1^fl/fl^ and Gab1*^IEC^*-KO mice were exposed to 3% DSS in drinking water as previously described, then intraperitoneally (i.p.) treated with either the vehicle control or GSK’872 at a dose of 10 mg/kg body weight once daily throughout the entire experimental period. *n* = 4, 5, 8, 8, for Gab1^fl/fl^ + DSS + control group, Gab1*^IEC^*-KO +DSS + control group, Gab1^fl/fl^ + DSS+ GSK’872 group, Gab1*^IEC^*-KO + DSS + GSK’872 group, respectively. (**A**) Relative percentage change in body weight, as well as diarrhea and rectal bleeding scores, were assessed daily. (**B**) Gross morphology images of the colon from Gab1^fl/fl^ and Gab1*^IEC^*-KO mice with different treatment. The colon lengths were measured on day 7. (**C**) Representative H&E-stained images and histological scores of the distal colon were assessed on day 7. Scale bars, 100 μm. (**D**) Representative PAS staining of colon sections from mice sacrificed at day 7. Scale bars, 100 μm. (**E**) Representative images of TUNEL staining (green or gray) of colonic sections on day 7. Scale bars, 100 μm (overview) and 50 μm (magnification). (**F**) Immunoblotting of colonic protein from the DSS-challenged mice with or without GSK’872 administration on day 7. Quantitative data were presented as the mean ± SEM. Statistical analysis was performed by 2-way ANOVA with multiple comparisons test; *P < 0.05.

**Figure 9:**
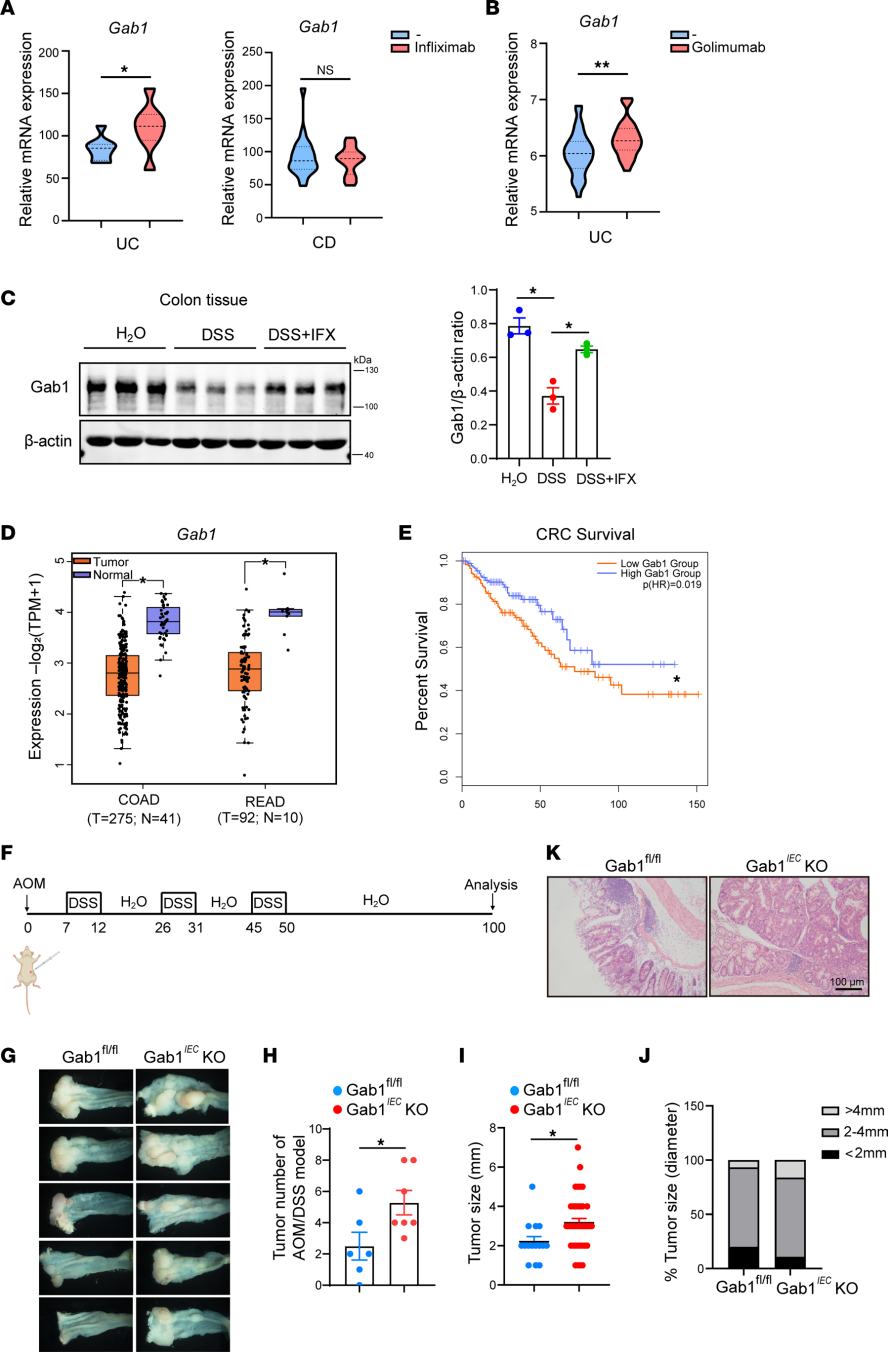
The clinical relevance of epithelial Gab1 in IBD treatment and CRC. (**A**) *Gab1* mRNA expression in colon biopsies from IFX-responded UC and CD patients before or after first IFX induction. The data were obtained from GEO database GSE16879. (**B**) *Gab1* mRNA expression in colon biopsies from golimumab-responded UC patients before or after first golimumab induction. The data were obtained from GEO database GSE92415. (**C**) Mice were subjected to a 7-day course of 3% DSS and treated with IFX intraperitoneally at day 5. Gab1 expression in colonic tissues was determined at day 10 by Western blotting, with quantifications shown on the right. *n* = 3 for each group. (**D**) Relative expression of *Gab1* in CRC (including COAD and READ) and matched normal tissue samples from GEPIA-based TCGA database. Box plots show the interquartile range (box), median (line), and minimum and maximum (whiskers). (**E**) Kaplan-Meier plots of patients with CRC with high or low *Gab1* expression; the data were collected from GEPIA-based TCGA database. (**F**) Schematic model of AOM/DSS-induced colitis-associated CRC (CAC). (**G**–**J**) Colorectal tumors were photographed (**G**) and the number of tumors per mouse (**H**), tumor size (**I**), as well as tumor diameter (**J**) were measured for each group. *n* = 6, 7, respectively. (**K**) Representative H&E staining of colonic sections from Gab1^fl/fl^ and Gab1*^IEC^*-KO mice. *n* = 6, 7, respectively. Scale bar, 100 μm. Data are shown as mean ± SEM; statistical analysis was performed using 2-tailed Student’s *t* test (**A**, **B**, **D**, **H**, and **I**) and 1-way ANOVA with multiple comparisons test (**C**); *P < 0.05, **P < 0.01. COAD, colon adenocarcinoma; READ, rectal adenocarcinoma; CRC, colorectal cancer; TCGA, The Cancer Genome Atlas; AOM, azoxymethane.

## Version 1 02/16/2023

In-Press Preview

## Version 2 03/22/2023

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

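Colon tissue of 3 Gab1 fl/fl and 3 Gab1* IEC*-KO mice on day 7 of 3% DSS was sequenced, and the groups were compared as labelled, with mice labelled WT taken as Gab1 fl/fl. Reads were aligned by the authors with HISAT2 2.0.5 and counted per gene with featureCounts 1.5.0-p3, as the submitters' processing notes give it, and the notes name the build hg18 although the coordinates are those of mouse GRCm38. The authors deposited, as a signal per gene and library, counts divided by a size factor, their means per group, their log2 fold changes, and their p-values and adjusted p-values. The tool behind the size factors, log2 fold changes and p-values is not given in the sources used here. The authors' table also gives gene lengths, which were not used.
The deposited table lists 2195 genes, every one with an unadjusted p under 0.05 in the authors' comparison. A second deposited sheet holds the 1128 of them with an absolute log2 fold change over 1. The adjusted p-values that the authors deposited equal Benjamini-Hochberg values over 16716 genes. For 156 genes the adjusted p is given as 1, and since these have mean levels up to 10.2 while every other gene has at least 10.4, they were taken as having no adjusted p.
Values in each library are whole multiples of what 1 read is worth. The step of each library was fitted to its low values, and reads recovered this way were whole within 0.01 for 100% of values. Because the values are not raw counts, the test, chosen in advance, was limma 3.58.1 (R 4.3.3) on log2 of the value plus a pseudocount of 1, with a trend in the variance prior, and p-values were adjusted by Benjamini-Hochberg over 16716 genes, taking the unlisted genes as having larger p-values. The prior was estimated on genes chosen for their difference, and limma's p-values are not independent of that choice. As alternatives added after the values were seen, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 were run on the recovered reads with the deposited size factors. Like limma's prior, the dispersions of edgeR and DESeq2 were estimated on the listed genes alone. DESeq2's log2 fold changes lay within 0.00706 of the authors'. The other settings tried were a filter on mean levels under 10, a pseudocount of 0.1, the replicate number as a block, leaving out each replicate in turn, other fold change and p thresholds, other adjustments, and named genes alone.
The pipeline was tested on simulated data, with 200 of the 2195 genes changed. For changes of 1 on the log2 scale, limma recovered 63 of 100 genes at an unadjusted p under 0.05 and 0 at the adjusted p, and DESeq2 65 and 9. For changes of 2, limma recovered 94 of 100 and 34, and DESeq2 94 and 74. Among 1995 unchanged genes limma made 103 calls at the unadjusted p. At the adjusted p, limma made 0 calls among them and DESeq2 4. The simulated genes were not chosen for their difference, as the listed genes were, so these rates do not measure recovery or false calls in the deposited values.
The 39 gene lists were written in advance, but that of the Figure 4C heatmap was chosen by the study on these same libraries. List members were matched by symbol to the GENCODE M21 annotation, and 2 symbols missing there were matched to older ones. Lists with at least 5 listed members were tested by camera (preset correlation 0.01, and again with an estimated correlation), and every list by Fisher's exact test over the genes of the authors' adjustment, added after the values were seen. Genes named in the text are those the paper names for this experiment, Gab1, Gab2 and Ptpn11, the 6 largest increases and 6 largest decreases and the 4 smallest adjusted p-values, up to 4 members of each list, and the genes of the cell death proteins that the paper immunoblots. This rule asks for an adjusted p under 0.05. Since limma called none, the authors' adjusted p was used for it. Other genes are named where a count of 7 or fewer list members is spelled out. Also named are the pseudogenes Gm8730 and Gm9625 with Rplp0, Serping1 beside C3ar1, and Lyz2 beside Lyz1. These other genes were chosen after the values were seen. The GO analysis was not repeated, because no GO annotation was used here. The depth of the libraries is unknown. The similarity of pseudogenes was taken from BLAST 2.17.0 alignments of GENCODE M21 transcripts.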

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

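The tests of explanations and the splits of the libraries in this part, and the choice of the gene lists and pseudogenes reported in it, were made after the results were seen. The paper does not discuss the following changes in Gab1* IEC*-KO colons. Of single genes whose groups did not overlap, as those of 62.2% of the listed genes did not, the log2 fold change by limma was 5.27 for Csf3, 4.26 for Dio2, 3.81 for Il11 and 3.66 for Nptx2. It was -4.04 for Tmprss13, -3.25 for Cyp2d34-ps, -3.17 for Ascl2, -2.98 for Nccrp1 and -2.69 for Cacng6. Of the gene lists, the median log2 fold change of the listed members was 1.67 for matrix remodelling, 1.30 for interferon-stimulated genes, 1.16 for markers of enteric neurons and glia, 0.99 for fibroblast markers and -1.31 for proliferation. In the same order, the groups did not overlap in 11 of 14, 3 of 13, 3 of 9, 10 of 11 and 0 of 8 listed members.

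The pseudogenes Gm8730 (chromosome 8 from 102864845 to 102865798, log2 fold change -4.54) and Gm9625 (chromosome 13 from 67810246 to 67811200) were high in Gab1 fl/fl replicates 1 and 3, with 4846 and 6883 reads of Gm8730, and low in the other 4 libraries. Gab1 fl/fl replicate 2 held 66.2 normalized counts of Gm8730, within the 38.2 to 71.5 of the Gab1* IEC*-KO libraries, but 1 library does not decide whether the change follows loss of Gab1, which stays open. Both transcripts are at least 97.4% identical to that of Rplp0, a ribosomal protein gene, so reads could be shared with it. Identity of the reference sequences cannot say why Gab1 fl/fl replicates 1 and 3 were high. Gab1 fl/fl replicate 2 held 65 reads of Gm8730 and the Gab1* IEC*-KO libraries 36 to 70. These values argue against sharing at an equal rate in every library, and a difference in Rplp0 itself was not tested. The log2 ratio of Gm8730 to Gm9625 reads differed by 0.0219 between the high libraries, less than its 95% counting error of 0.142, which is consistent with a single source for both. A strain difference in these sequences was not tested.

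Gab1 fl/fl replicate 1 lay between the groups. It was the highest Gab1 fl/fl library in 81.0% of the genes higher in Gab1* IEC*-KO colons and the lowest in 63.7% of those lower there. A scaling error would move every gene one way, so the 63.7% argues against it. Gab1* IEC*-KO replicate 2 lay between the groups as well. It was the lowest Gab1* IEC*-KO library in 68.1% of the genes higher in Gab1* IEC*-KO colons and the highest in 48.7% of those lower there. An exchange with Gab1* IEC*-KO replicate 2 cannot be told apart from the labels here, because the genes were listed with the labels as given and Gab1 is not among them, and with these 2 libraries exchanged limma called 540 genes at the study's thresholds, against 826. A difference in the severity of colitis between mice was not tested and stays open.

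The listed markers of fibroblasts and of enteric neurons and glia were all higher in Gab1* IEC*-KO colons, although the mean log2 level of the neuron and glia markers in Gab1* IEC*-KO replicate 2, 7.64, lay below the 7.85 of Gab1 fl/fl replicate 1. A lower share of epithelium would raise the markers of every other cell type alike. Medians of the listed markers were -1.58 for 2 of B cells, 0.74 for 5 endothelial, 0.79 for 13 monocyte and macrophage, 0.96 for 2 T cell, 0.99 for 11 fibroblast, 1.16 for 9 neuron and glia and 2.47 for 11 neutrophil markers. Only 2 of 14 B cell, 2 of 18 T cell and 5 of 10 endothelial markers were listed. None of 11 smooth muscle or 8 adipocyte markers was listed, so their fold changes cannot be read here. Of 14 pan-epithelial markers, 2 were listed, both lower. Folds differed by type over 29 genes of 5 types (permutation p = 0.002), over all 53 genes of 7 types, tested first (permutation p = 1e-05, the smallest that 100000 permutations can give), and over 27 genes of 4 types without B cells (permutation p = 0.013). These tests take markers as independent and hold only genes listed for their difference, so a lower share of epithelium and a change in the stroma itself both stay open.

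Comparing 3 libraries with 3 others can give 10 splits, too few for a share under 0.05. The real split gave 826 genes at the study's thresholds and the highest other split 540, so 1 of the 10 splits gave a count as large. Every gene was listed for its difference under the real split, so that split was favoured in advance and its rank decides nothing. At an adjusted p under 0.05, the real split gave 0 genes and the highest other 0, as did all 10. For the gene lists, the real split gave 11 lists and the highest other 14, and 2 of the 10 splits gave as many.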

How the results depend on the processing

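The alternatives with DESeq2, edgeR, the authors' own p at the study's thresholds, no trend in the variance prior, adjustment over the listed genes alone, and gene lists with a block or a library left out were chosen after the data were seen. The 826 genes at the study's thresholds stayed within 1.5 times that count under the filter, pseudocount, named genes, lower fold threshold, authors' p, edgeR, DESeq2 and trend settings (675 to 1147 genes). They became 191 with an absolute log2 fold change over 2, and 425 to 1210 with 1 replicate left out, lowest without Gab1 fl/fl replicate 3 and highest without Gab1 fl/fl replicate 1 (507 without Gab1 fl/fl replicate 2 and 544 without Gab1* IEC*-KO replicate 3). The 0 genes called by limma at an adjusted p under 0.05 (1207 at an unadjusted p under 0.05) stayed 0 under the filter, the pseudocount, Benjamini-Yekutieli, Bonferroni, thresholds of 0.1 and 0.01, edgeR, no trend and limma over the listed genes alone. They became 318 by the authors' own adjusted p, 117 by DESeq2, 667 by DESeq2 over the listed genes alone, and 0 to 2 with 1 replicate left out, 2 without Gab1 fl/fl replicate 2. The overlap of 808 genes with the second sheet became 0 at an adjusted p under 0.05, since limma called none. With the replicate block, 951 genes passed the study's thresholds and 1 an adjusted p under 0.05. The labels do not say that replicate numbers pair the mice, and the deviations of same-numbered libraries correlated at 0.198, 0.300 and -0.140, while Gab1 fl/fl replicate 1 correlated best with Gab1* IEC*-KO replicate 3 (0.272), so not every sample correlated best with its own number. The 11 gene lists called by camera became 2 with a correlation of 0.1, 0 with an estimated correlation and 3 by Fisher's exact test within the listed genes. With an estimated correlation every list that was called had an adjusted p of 0.527. With a correlation of 0.1 the adjusted p was 0.0785 for the heatmap genes, cytokines, acute phase, matrix remodelling and neutrophil lists, 0.0802 for complement and fibroblasts, and 0.125 for chemokines and for monocytes and macrophages, which also had 0.0554 with 0.05. By Fisher's exact test it was 0.0893 for chemokines, 0.0600 for acute phase genes, 0.932 for complement, macrophages and fibroblasts, 0.154 for matrix remodelling, 1 for goblet cell products and 0.543 for proliferation. With the log2 fold change as the statistic it was 0.246 for complement, 0.0821 for macrophages, 0.265 for fibroblasts, and 0.0254 for interferon-stimulated genes and stem cells, which were then called. Chemokines had 0.258 without the heatmap's genes, and stem cells 0.0384 among named genes. With the replicate block, interferon-stimulated genes had 0.0213 and enteric neurons and glia 0.0403. With 1 replicate left out, the adjusted p ran from 6.28e-07 (without Gab1* IEC*-KO replicate 3) to 0.441 for interferon-stimulated genes, from 0.0238 (without Gab1 fl/fl replicate 1) to 0.105 for stem cells, from 0.0429 (without Gab1 fl/fl replicate 1) to 0.195 for enteric neurons and glia, and from 0.00689 to 0.0603 (without Gab1* IEC*-KO replicate 2) for macrophages. The cause of these changes was not tested, apart from the fewer samples or stricter thresholds of the settings themselves. None of 87 named genes changed direction while called in any of 957 comparisons with an alternative, and 110 of these crossed an unadjusted p of 0.05. Storey's q-value was not run, since a list that ends at an unadjusted p of 0.05 holds none of the larger p-values it needs, and alternatives for Gab1 were not run because it is not among the listed genes. Depth is unknown, and low genes such as Il6 rest on few reads.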

Differences from the paper's values

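Here limma was run on the 2195 listed genes with all libraries, a pseudocount of 1, a trend in the variance prior and no replicate block. None of the counts at the paper's thresholds (all, upregulated and downregulated DEGs) differed from the paper's by more than 1.5 times. Every one of these genes had an unadjusted p under 0.05 in the authors' comparison, so these counts are not an independent repeat. Figure 4A labels a point as Cx3cr1, at a log2 fold change of about 1.1 in Fig. 4A, read by eye. Cx3cr1 is not among the listed genes. A gene of the authors' deposited table near that fold change is C3ar1, with p = 1.14e-07 and a log2 fold change of 1.095 there and 1.09 by limma. Other listed genes have a similar log2 fold change there, Serping1 among them (1.091), so which gene the point shows stays open.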

Other observations

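Fisher's exact test over all tested genes was added after the values were seen, as was the choice of what this part reports. Of 14 goblet cell genes, 6 were listed, all lower, 3 of them (Clca1, Fcgbp and Muc13) at an adjusted p under 0.05 in the authors' deposited table, and 3 by limma when adjusted over the list alone. Fcgbp, a mucus protein, had normalized counts of 69692 ± 10049 (SD, n = 3) in Gab1 fl/fl and 32977 ± 7482 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change -1.10, standard error 0.21). Of 14 proliferation genes, 8 were listed, all lower, none at an adjusted p under 0.05 in the authors' deposited table, with Mki67 at 4172 ± 1681 (SD, n = 3) in Gab1 fl/fl and 1871 ± 1399 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change -1.31, standard error 0.53). The groups overlapped in all 8 proliferation genes, limma called 1 of them at an unadjusted p under 0.05 and 0 when adjusted over the list alone, and their mean log2 level in Gab1* IEC*-KO replicate 2, 9.27, lay within the 8.58 to 9.83 of the Gab1 fl/fl libraries. Of 15 intestinal stem cell genes, 4 were listed as lower and 2 as higher, and Ascl2 alone had an adjusted p under 0.05 in the authors' deposited table. Of 14 pan-epithelial markers, 2 were listed, both lower, 1 of them (Muc13, also a goblet cell gene) at an adjusted p under 0.05 in the authors' deposited table. Of 17 colonocyte genes 3 were higher and 2 lower, none of the 5 at an adjusted p under 0.05 in the authors' deposited table. By Fisher's exact test, the DEGs held 7 of 14 (adjusted p = 2.93e-05) proliferation genes, 3 of 14 (adjusted p = 0.115) goblet cell genes and 3 of 15 (adjusted p = 0.129) stem cell genes. By camera the goblet cell and proliferation lists had an adjusted p of 6.40e-04 and 9.23e-04, and 0.527 with an estimated correlation. Camera set them against the other listed genes, and 1536 of the 2195 listed genes were higher. A list whose listed members are all lower is favoured by that background. By Fisher's exact test within the listed genes, neither list was called (adjusted p = 0.543 for proliferation).

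Of 12 fibroblast markers, 11 were listed, all higher, 6 of them at an adjusted p under 0.05 in the authors' deposited table and 9 by limma when adjusted over the list alone, with Col3a1 at 9308 ± 1901 (SD, n = 3) in Gab1 fl/fl and 22188 ± 8572 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.21, standard error 0.29). Of 13 markers of enteric neurons and glia, 9 were listed, all higher, none at an adjusted p under 0.05 in the authors' deposited table, with Gfap at 122 ± 105 (SD, n = 3) in Gab1 fl/fl and 351 ± 55.7 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.84, standard error 0.57). Of 10 endothelial markers, 5 were listed, all higher, with Eng at 851 ± 279 (SD, n = 3) in Gab1 fl/fl and 1389.5 ± 235 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 0.74, standard error 0.28), and none of 11 smooth muscle markers was listed. The DEGs held 5 of 12 (adjusted p = 0.00131) fibroblast, 8 of 13 (adjusted p = 8.18e-07) neuron and glia and 0 of 10 (adjusted p = 1.00) endothelial markers. The 5 listed endothelial markers had log2 fold changes of 0.62 to 0.82 by limma, short of the DEG threshold of 1. Fibroblast markers were called by camera with the preset correlation but not with an estimated one. Of 23 oxidative stress genes, 5 were listed as higher and 4 as lower, and Mt1, a metallothionein, had 2139 ± 819 (SD, n = 3) in Gab1 fl/fl and 8596 ± 2947 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 2.03, standard error 0.36). Of these, 4 higher genes had an adjusted p under 0.05 in the authors' deposited table. By camera the oxidative stress and colonocyte lists had an adjusted p of 0.687 and 0.533, downward although their medians were 0.71 and 0.90, and the neuron and glia, endothelial and stem cell lists 0.117, 0.318 and 0.0654.

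Other lists held few listed genes. Of 6 erythroid markers Hbb-bs was listed (log2 fold change 1.66, standard error 0.76), of 13 small intestine markers Fabp6 (log2 fold change -1.97, standard error 0.56), of 9 distal colon Hox genes Hoxa11 (log2 fold change 1.00, standard error 0.47), and of 10 Gab1 partners Gab2. No member of the lists of 8 adipocyte, 10 pancreas or 5 sex chromosome genes was listed. Tjp1, which encodes ZO-1, and Gsdmd, Gpx4 and Hmgb1 were not among the listed genes. Cxcl1 had 163 ± 25.0 (SD, n = 3) in Gab1 fl/fl and 355 ± 158 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 1.03, standard error 0.38), and Fth1 had 22992 ± 4435 (SD, n = 3) in Gab1 fl/fl and 33923 ± 9608 (SD, n = 3) in Gab1* IEC*-KO colons (log2 fold change 0.54, standard error 0.24).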
